# Tight gene co-expression in BCB positive cattle oocytes and their surrounding cumulus cells

**DOI:** 10.1186/s12958-022-00994-3

**Published:** 2022-08-13

**Authors:** Bailey N. Walker, Jada Nix, Chace Wilson, Mackenzie A. Marrella, Savannah L. Speckhart, Lydia Wooldridge, Con-Ning Yen, Jocelyn S. Bodmer, Laila T. Kirkpatrick, Sarah E. Moorey, David E. Gerrard, Alan D. Ealy, Fernando H. Biase

**Keywords:** Oocyte, Developmental competence, Transcriptome, Single cell, Embryos

## Abstract

**Background:**

Cytoplasmic and nuclear maturation of oocytes, as well as interaction with the surrounding cumulus cells, are important features relevant to the acquisition of developmental competence.

**Methods:**

Here, we utilized Brilliant cresyl blue (BCB) to distinguish cattle oocytes with low activity of the enzyme Glucose-6-Phosphate Dehydrogenase, and thus separated fully grown (BCB positive) oocytes from those in the growing phase (BCB negative). We then analyzed the developmental potential of these oocytes, mitochondrial DNA (mtDNA) copy number in single oocytes, and investigated the transcriptome of single oocytes and their surrounding cumulus cells of BCB positive versus BCB negative oocytes.

**Results:**

The BCB positive oocytes were twice as likely to produce a blastocyst in vitro compared to BCB- oocytes (*P* < 0.01). We determined that BCB negative oocytes have 1.3-fold more mtDNA copies than BCB positive oocytes (*P* = 0.004). There was no differential transcript abundance of genes expressed in oocytes, however, 172 genes were identified in cumulus cells with differential transcript abundance (FDR < 0.05) based on the BCB staining of their oocyte. Co-expression analysis between oocytes and their surrounding cumulus cells revealed a subset of genes whose co-expression in BCB positive oocytes (*n* = 75) and their surrounding cumulus cells (*n* = 108) compose a unique profile of the cumulus-oocyte complex.

**Conclusions:**

If oocytes transition from BCB negative to BCB positive, there is a greater likelihood of producing a blastocyst, and a reduction of mtDNA copies, but there is no systematic variation of transcript abundance. Cumulus cells present changes in transcript abundance, which reflects in a dynamic co-expression between the oocyte and cumulus cells.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12958-022-00994-3.

## Background

Folliculogenesis is a dynamic process that involves the synchronic action of multiple cell types and many signaling pathways operating at specific spatial and temporal dimensions [1]. Following the activation of the primordial follicle, the oocyte will become transcriptionally active, accumulating ribonucleic acids (RNA) and proteins from thousands of genes [2, 3], rearrangement of organelles, and chromatin condensation [4, 5]. The somatic cells (granulosa) surrounding the oocyte will proliferate and differentiate [6] to form the cumulus-oocyte complex. The processes involving oocyte cytoplasmic maturation and the differentiation of cumulus cells (CC) are essential for the acquisition of developmental competence by the oocyte [7, 8], successful fertilization, and embryonic development [9].

Interestingly, it is possible to identify oocytes that have completed growth and have undergone most of their cytoplasmic maturation with a supravital dye of blue coloration, brilliant cresyl blue (BCB) [10]. Cumulus-oocyte complexes can be exposed to BCB for oocyte staining and further used for standard in vitro embryo production. Studies performed in mice have indicated that fully-grown oocytes have a significant reduction of Glucose-6-Phosphate Dehydrogenase (G6PDH) enzyme activity relative to growing oocytes [11]. When active, in immature oocytes, the enzyme G6PDH participates in the pentose phosphate pathway which produces the co-enzyme nicotinamide adenine dinucleotide phosphate (NADP^+^) and a hydrogen ion (H^+^). The BCB dye captures electrons from the electron transport chain and becomes colorless [10]. Indeed, bovine oocytes that show loss of BCB coloration have greater G6PDH activity compared to those oocytes that remain blue following BCB staining [12]. Thus, BCB staining serves as a visual marker for cytoplasmic maturation in oocytes.

The categorization of oocytes by BCB staining has been associated with many molecular and physical properties in mice, pigs, sheep, and cattle. For instance, BCB positive oocytes (with low G6PDH activity) have a greater diameter [13, 14] and lipid content [15] as well as more centrally located mitochondria [16] and cortical granules distributed towards the periphery [16, 17] relative to BCB negative oocytes. The BCB positive and negative oocytes also differ in transcriptome profiles [18–20] and mitochondria abundance [15, 19, 21, 22]; however, the findings are not consistent across reports. Most notably, BCB positive oocytes have a greater yield of blastocysts produced in vitro relative to their BCB negative counterparts [12, 16, 19, 23–25].

Significant gaps remain in our understanding of the acquisition of developmental competence by oocytes. Furthermore, knowledge about the interaction between oocytes and cumulus cells and the mechanisms that lead to a coordinated regulation of gene transcription in both compartments of the cumulus-oocyte complex during folliculogenesis is strikingly limited. Here, we tested three complementary hypotheses related to the distinction of cattle oocytes based on their growth phase using BCB staining as a proxy: (i) BCB positive oocytes have greater developmental competence relative to BCB negative oocytes; (ii) BCB positive oocytes have a greater number of mitochondrial DNA (mtDNA) relative to the BCB negative oocytes; and (iii) BCB positive and negative oocytes, alongside their surrounding cumulus cells, have differing transcriptome profiles that relate to the oocyte stage of maturation. Collectively, our findings reveal increased regulation of gene transcription in oocytes and cumulus cells if oocytes complete their growth and achieve higher developmental competence relative to immature oocytes.

## Methods

Raw data were deposited in the Gene Expression Omnibus repository [26], accession GSE199210. The codes used for all analytical procedures were deposited in the figshare repository [27], which can be accessed at https://biase-lab.github.io/oocyte_cumulus_BCB/index.html, and are presented as Supplementary code. Reagents were purchased from Sigma-Aldrich (Milwaukee, WI) unless otherwise specified. All samples obtained for this experiment were obtained post-mortem and there was no handling of live animals for this experiment.

### Overview of the experimental design

The focal point of the paper was the separation of cumulus-oocyte complexes into BCB positive and BCB negative, which indicates whether the oocyte has completed its growth (BCB positive) or not (BCB negative). In experiment 1, we tested whether the oocytes classified as BCB positive would have greater developmental competence relative to the oocytes classified as BCB negative. In experiment 2, we compared the abundance of mtDNA copies between oocytes that were classified as BCB positive and BCB negative. In experiment 3, we classified the cumulus-oocyte complexes based on the oocyte staining with BCB, and produced RNA-sequencing data from the oocytes and the corresponding cumulus. First, we compared the transcriptome within a compartment (oocytes and cumulus cells separately), based on the oocyte staining. Next, we estimated co-expression between genes expressed in oocytes and the corresponding cumulus cells and compared the networks based on their BCB classification.

#### Experiment 1: assessment of blastocyst yield in oocytes classified by BCB staining

##### Collection of cumulus-oocyte complexes

Cattle (*Bos taurus*) ovaries were obtained from an abattoir and transported to the laboratory in a saline solution (0.9% NaCl) with antibiotic and antimycotic (1x). We then aspirated cumulus-oocyte complexes from antral follicles ranging from 3 to 8 mm in diameter with an 18-gauge needle attached to a 10 ml syringe into oocyte collection media (TCM-199 with Hank’s salts supplemented with 10% fetal bovine serum (FBS), 104.7 mM gentamicin, and 250 mM pyruvate). We only kept oocytes with a homogeneous cytoplasm and three or more compact layers of cumulus cells.

##### ***BCB Staining***

The BCB staining procedure followed previously described procedures [12, 16, 19, 23], with modifications. Immediately after collecting cumulus-oocyte complexes from follicles, the cumulus-oocyte complexes were washed in phosphate-buffered saline solution containing 0.2% [w/v] bovine serum albumin (BSA) fraction V. Next, we incubated cumulus-oocyte complexes in a solution containing BCB (Sigma) at 26 µM diluted in PBS and 0.2% BSA for 15 min at 38.5 °C in 5% CO_2_, humidified atmosphere. After incubation, the cumulus-oocyte complexes were washed three times in PBS 0.2% BSA. The classification was carried out by two researchers with the aid of a stereoscope. The cumulus-oocyte complexes that had no blue coloration in the ooplasm were classified as BCB negative, whereas cumulus-oocyte complexes that had a blue coloration in the ooplasm were classified as BCB positive.

##### In Vitro*** Maturation (IVM)***

All procedures were based on a standard protocol for in vitro production of embryos [28]. We washed the cumulus-oocyte complexes one time in oocyte maturation medium (TCM-199 + Earle’s Salts supplemented with 25 µg/ml follicle-stimulating hormone, 2 µg/ml estradiol, 46 µM gentamycin, 1 mM glutamax, 250 mM sodium pyruvate, and 10% FBS). Next, we placed the cumulus-oocyte complexes with the same BCB classification in groups of ten into 50 µl droplets of maturation medium under mineral oil followed by incubation at 38.5 °C under 5% CO2, 95% air atmosphere, for approximately 22 h.

##### In Vitro* Fertilization (IVF)*

Following IVM, we washed cumulus-oocyte complexes three times in HEPES (4-(2-hydroxyethyl)-1-piperazineethanesulfonic acid)-buffered synthetic oviductal fluid (HEPES-SOF [28, 29], containing 3 mg/ml fraction V BSA, 0.2 mM sodium pyruvate, 7.5 µg/ml gentamicin, 5.3 mM sodium-lactate, 107.7 mM sodium chloride, 10 mM HEPES, 2 mM sodium bicarbonate, 1.17 mM calcium chloride dihydrate, 1.19 mM potassium phosphate monobasic, 7.16 mM potassium chloride, and 0.49 mM magnesium chloride hexahydrate), followed by two washes in fertilization medium, and placed in a final fertilization medium plate (SOF-Fert [28, 29], containing 6 mg/ml essentially fatty acid free BSA, 1 mM sodium pyruvate, 10.5 mM gentamicin, 0.01 mg/ml heparin, 1 mM caffeine, 5.3 mM sodium-lactate, 107.7 mM sodium chloride, 25.07 mM sodium bicarbonate, 1.17 mM calcium chloride dihydrate, 1.19 mM potassium phosphate monobasic, 7.16 mM potassium chloride, and 0.49 mM magnesium chloride hexahydrate).

For fertilization, we used straws containing heterospermic bovine frozen semen (three bulls), prepared with the density gradient isolation procedure according to a protocol previously described [28] using BoviPure and BoviDilute (Nidacon International, Molndal, Sweden). We added sperm to the solution containing cumulus-oocyte complexes at a final concentration of 1,000,000 sperm/ml. Oocytes and sperm were co-cultured for 16 to 18 h and incubated under the same conditions as described for IVM.

##### In Vitro*** Culture (IVC)***

We removed the cumulus cells from presumptive zygotes by gentle pipetting, followed by three washes in HEPES-SOF and two washes in SOF culture media (SOF-BE1 [28, 29], containing 4 mg/ml essentially fatty acid free BSA, 5.3 mM sodium-lactate, 107.7 mM sodium chloride, 25.07 mM sodium bicarbonate, 1.17 mM calcium chloride dihydrate, 1.19 mM potassium phosphate monobasic, 7.16 mM potassium chloride, and 0.49 mM magnesium chloride hexahydrate, 1 mM glutamax, 0.4 mM sodium pyruvate, 1 × MEM-non-essential amino acid solution, 1 × BME-essential amino acid solution, 52.3 mM gentamicin, 0.5 mM sodium citrate, and 2.77 mM myo-inositol). Then, groups of 25–30 putative zygotes were placed in 50 µl SOF-BE1 drops under mineral oil and cultured for 8 days at 38.5 °C in a humidified tri-gas (5% CO_2_, 5% O_2_, 90% N_2_) [28] incubator. Blastocyst yield was recorded on day 7 post-fertilization. All blastocysts, from early to hatched, were included in the statistical analysis.

##### Statistical analysis of blastocyst yield based on oocyte BCB staining

For each replicate, the number of embryos that developed to blastocyst stage and the number of putative zygotes with arrested development prior to blastocyst formation were recorded. Blastocyst yield (percentage) was then calculated as the proportion of blastocysts developed relative to the total number of putative zygotes cultured. We analyzed count data (success of blastocyst development or developmental arrest) using a general linear model with a binomial family, which results in logistic regression analysis [30]. We used the number of blastocysts and the number of putative zygotes that failed to develop into blastocysts as the dependent variable, and added oocyte groups (BCB positive, BCB negative, controls) and the replicate (four replicates) to the model as fixed-effects. We assessed the effect of staining category on blastocyst proportion with the Wald’s test of probability ratio [31] and the Likelihood ratio test [32]. Hypothesis tests on linear contrasts (BCB positive and BCB negative, BCB positive and control, and BCB negative and control) were further assessed with odds ratio [33] and multiple comparisons of probabilities. Statistical significance in proportions of blastocyst was assessed at alpha = 0.05.

#### Experiment 2: quantification of mtDNA copy number in oocytes separated by BCB Staining

##### Extraction and linearization of mtDNA from single oocytes

We exposed mitochondrial DNA (mtDNA) from single oocyte samples by using 4 µl of Lucigen QuickExtract DNA Extraction Solution (Lucigen, Middleton, WI) per oocyte and incubating the solution at 65ºC for 15 min followed by 98 °C for 2 min in a thermocycler.

Next, we used the SWA1 endonuclease (New England BioLabs, Ipswich, MA) to linearize the circular mtDNA through the cleaving of one target site (ATTT/AAAT). Linearization was achieved by the addition of a mix containing 1 µl of SWA1 endonuclease (10 IU), and 0.6 µl of NEbuffer r3.1 (New England BioLabs, Ipswich, MA) to each oocyte lysate. We then incubated this solution at 25 °C for ~ 16 h in a thermocycler followed by inactivation at 65ºC for 20 min. Samples were stored at -20 °C until used.

##### Preparation of a standard curve

We used purified bovine mtDNA in our standard curve. To purify mitochondria, we obtained postmortem samples of the masseter muscle (*Bos taurus*), cut into pieces weighing 1.5 g and placed in a 50 ml centrifuge tube containing 10 ml of homogenization buffer (100 mM sucrose, 180 mM potassium chloride, 50 mM tris-base, 5 mM magnesium dichloride, 1 mM ATP sensitive potassium, and 10 mM of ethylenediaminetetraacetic acid, in a solution at a pH of 7.4).

We chopped the samples to fine pieces and added 4 µg of protease from *Bacillus lincheniformis* (MilliporeSigma, Burlington, MA) followed by incubation for 10 min on ice. We then homogenized samples and suspended them to a final volume of 35 ml with homogenization buffer. We then filtered the solution through two layers of cheesecloth into a beaker on ice and transferred the filtrate into a 50 ml centrifuge tube. We centrifuged the samples at 138 × g at 4 °C for 10 min. We filtered the supernatant using two layers of cheesecloth and transferred it into new 50 ml centrifuge tubes. Then we centrifuged the samples at 8820 × g, at 4 °C for 10 min, discarded the supernatant, and the pellet containing the purified mitochondria was washed with 200 µl of mannitol sucrose medium (220 mM mannitol, 70 mM sucrose, 10 mM tris–HCL, and 100 mM egtazic acid (EGTA), in solution at a pH 7.4). We stored purified mitochondria in microcentrifuge tubes at -20 °C until further use. We isolated mtDNA from 200 µl mitochondria extract with a Zymo Quick-DNA Miniprep Plus Kit (Zymo Research, Irving, CA) using the ‘Biological Fluids and Cells’ workflow protocol.

We linearized mtDNA in a solution of 10.5 µl water (MilliporeSigma, Burlington, MA), 2.5 µl SWA1 endonuclease (25 IU), and 2.5 µl NEbuffer r3.1 (1x) and 55.3 ng of purified *Bos taurus* mtDNA in a final reaction volume of 20 µl. Samples were incubated at 25 °C for ~ 16 h and enzyme inactivation was achieved by incubation at 65 °C for 20 min. Samples were stored at -20 °C.

We prepared a standard curve with linearized mtDNA. First, we quantified the mtDNA on a Qubit 4 Fluorometer (Invitrogen™, Thermo Fisher Scientific, Waltham, MA) using the dsDNA HS assay kit (Invitrogen™, Thermo Fisher Scientific, Waltham, MA). Then, we produced twofold serial dilutions, starting with 0.436 ng/µl of purified and linearized mtDNA. We prepared a standard curve with eight points, and we confirmed the concentration by quantifying the first four dilutions on a Qubit 4 Fluorometer and a dsDNA HS assay kit. Each reaction contained 6 µl of the template.

##### Real-time quantitative polymerase chain reaction

We obtained the sequences for primer (F: 5'-CCTACAAACGCTCCTTCCACT-3', R: 5'-AGAGAATATAGGGCGGTGATTACT-3') and custom Taqman probe (FAM-TTGTTGGGGGTAGAGCTAAGTTGGT-MGBNFQ) sequences from reference [34].

A total of 53 BCB positive and 40 BCB negative oocytes were used for this experiment. The linearized mtDNA from each oocyte (6 µl) was mixed with the PCR reaction mix (1 × Taqman Fast Advanced Master Mix (Thermo Fisher Scientific, Waltham, MA), forward and reverse mtDNA primers at 0.01 mM, and 0.5 µl of the Taqman probe (Thermo Fisher Scientific, Waltham, MA)) in a final volume of 100 µl. This solution containing the lysate from a single oocyte was mixed thoroughly and split into two 50 µl reactions. The reactions were carried out on MicroAmp™ Optical 96-Well Reaction Plates (Thermo Fisher Scientific, Waltham, MA) using an Applied Biosystems 7500 Fast PCR system (Thermo Fisher Scientific, Waltham, MA). The cycling conditions were as follows: 50 °C for 2 min, 95 °C for 2 min, followed by 40 cycles of 95 °C for 15 s and 60 °C for 30 s. All crossing points were assigned using the default parameters and the absolute quantification of copy number was obtained automatically from the 7500 Software (v2.0.6).

##### Statistical analysis of mtDNA copy number relative to oocyte BCB staining

Due to assaying reactions in three plates, we analyzed the data using Analysis of Variance [35] (type III) in R software [36]. The model contained the fixed effects of plate (1, 2 or 3) and oocyte group (BCB positive or BCB negative). Next, we assessed the significance of the difference between the least-square means using the Tukey Honestly Significant Difference test [37]. Statistical significance in averages of copy number of mtDNA between groups of oocytes was assessed at alpha = 0.05.

#### Experiment 3: differential transcriptome analysis of COCs separated by BCB Staining

##### Separation of oocytes from cumulus cells

We separated cumulus cells from oocytes based on a previously described procedure [38]. We placed each individual cumulus-oocyte complex in 2 µl drops of Trypsin (TrypLE Express, Grand Island, NY). Oocytes were mechanically separated from their surrounding cumulus cells with gentle pipetting. Then, we collected cumulus cells (~ 3 µl volume) and placed in a microcentrifuge tube (200 µl) in liquid nitrogen. We washed individual oocytes three times in 2 µl drops of PBS containing 0.2% BSA fraction V and collected oocytes, in a minimal volume, in individual microcentrifuge tubes (200 µl) and froze them in liquid nitrogen. All frozen cells were stored at -80 °C until RNA extraction.

##### RNA extraction and library preparation

All extractions and analytical procedures were performed on individual oocytes and cumulus cells from one cumulus-oocyte complex following the protocol described elsewhere [39]. We extracted total RNA with TRIzol™ Reagent with the aid of Phasemaker Tubes for improved yield and purity of the RNA [39–42]. Total RNA was stored in 70% ethanol at -80 °C [39].

Prior to proceeding with library preparation, we assessed the RNA integrity resulting from our extraction in a 2100 Bioanalyzer using the Agilent RNA 6000 Pico Kit (Agilent Technologies, Germany). This assessment required the totality of the oocyte sample to be utilized, thus, this was only performed on test samples to assess the quality and rigor of our procedures.

For preparation of libraries to undergo efficient single-cell RNA sequencing, the following procedures were modified from the mcSCRB-seq protocol [39, 43]. Seventy percent ethanol was removed from the RNA pellets and dried out for few minutes. Next, the RNA pellet was resuspended in a solution containing an oligo-dTVN primer (5’-AAGCAGTGGTATCAACGCAGAGTACT_30_VN-3’). Tubes were heated to 72 °C for three minutes to denature secondary RNA structures. Then, 5 µl of RT mix was added, containing 200 U/µl Maxima H Minus Reverse Transcriptase, 1 × Maxima RT Buffer, 7.5% PEG 8000, 10 mM dNTPs, and 2 µM of a template-switching oligo (5’-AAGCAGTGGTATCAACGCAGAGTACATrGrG + G-3’) to the reaction. Tubes were incubated at 42 °C for 1.5 h to generate full-length cDNA. Next, we purified the cDNA product with AMPure XP beads to remove reagents prior to amplification.

Immediately following the purification, a preamplification mix was added containing 1.25 U Terra polymerase, 1 × Terra direct buffer, and 0.1 µM of primer (5’-AAGCAGTGGTATCAACGCAGAGT-3’), to each tube. Amplification was performed with 8 PCR cycles under the following conditions: 98 °C for 15 min, 68 °C for 5 min, and 72 °C for 10 min. After the final cycle, the reaction was held at 8 °C. Finally, we purified products with AMPure XP beads. Then, we assessed quality of the amplification the 2100 Bioanalyzer and the Agilent High Sensitivity DNA kit. We quantified the products with a Qubit 4 fluorometer.

We used one ng of the amplified cDNA as a template for library preparation using the Nextera DNA Flex Library Prep kit following the manufacturer’s protocol. We amplified the tagmented cDNA with 13 cycles of PCR. Following a purification of the library with AMPure XP beads, we assessed the DNA profile with a 2100 Bioanalyzer, using the Agilent High Sensitivity DNA kit and quantified with a Qubit 4 fluorometer. Libraries were sent to VANTAGE, Vanderbilt Technologies for Advanced Genomics at Vanderbilt University, to produce paired-end sequencing with reads 150 nucleotides long using an Illumina HiSeq 2500 platform.

##### Processing of raw data and quantification of transcript abundance

We processed and analyzed data from 38 samples: 19 individual oocytes and 19 groups of surrounding cumulus cells. These samples were classified based on BCB staining, resulting in nine pairs of cumulus cells and oocytes that were BCB positive and ten pairs of cumulus cells and oocytes that were BCB negative. Paired-end reads were trimmed at the 5’ and 3’ ends, then aligned to the ARS-UCD1.2 assembly of the *Bos taurus* genome with *HiSat2* [44]. Following that, unmapped reads and those with low quality scores were filtered out with *Samtools* [45]. Aligned reads were sorted and indexed using Picard [46]. Aligned reads were quantified against the Ensembl gene annotation (*Bos taurus* ARS-UCD1.2.98), with duplicates removed, using *featurecounts* [47]. Following quantification, further analysis was performed on R software [36]. In oocytes and cumulus cells, lowly expressed genes with less than two counts per million (cpm) or one transcript per million (TPM) in eight or fewer samples were filtered out.

##### Statistical analyses of RNA-seq data

All statistical analyses were performed in R software [36]. We carried out differential gene expression analysis contrasting BCB positive vs. BCB negative oocytes and BCB positive vs. BCB negative cumulus cells using the packages edgeR [48] and DeSeq2 [49]. Differential transcript abundance was inferred as significant if false discovery rate (FDR) < 0.01 for both algorithms.

Co-expression analysis is the quantification of a correlation metric between the transcript abundance of two genes [50]. For co-expression analysis between genes expressed in oocytes and cumulus cells, we normalized the raw counts using the trimmed mean of M values (TMM) approach [51], followed by an arcsine transformation log(x + √(× 2 + 1)) [52]. This normalization and transformation produce robust co-expression networks [53]. Then, we calculated the Pearson’s correlation [54] between the genes expressed in pair of oocytes and corresponding cumulus cells using the WGCNA package [55]. We estimated the empirical False Discovery Rate (eFDR) using the approach and formula described elsewhere [56, 57].

## Results

### Blastocyst yield from COCs separated based on BCB staining

Following the aspiration of follicles from bovine ovaries for the collection of cumulus-oocyte complexes, we selected 697 COCs based on their morphology (homogeneous oocyte cytoplasm and three or more compact layers of cumulus cells) for staining with BCB dye. Next, we classified the cumulus-oocyte complex based on whether oocytes retained (BCB positive) or lost (BCB negative) the blue coloration (Fig. 1A). Forty-three and 57% of the cumulus-oocyte complexes were classified as BCB positive (*N* = 302) or BCB negative (*N* = 395), respectively. We used 121 non-stained COCs as controls.

**Fig. 1:**
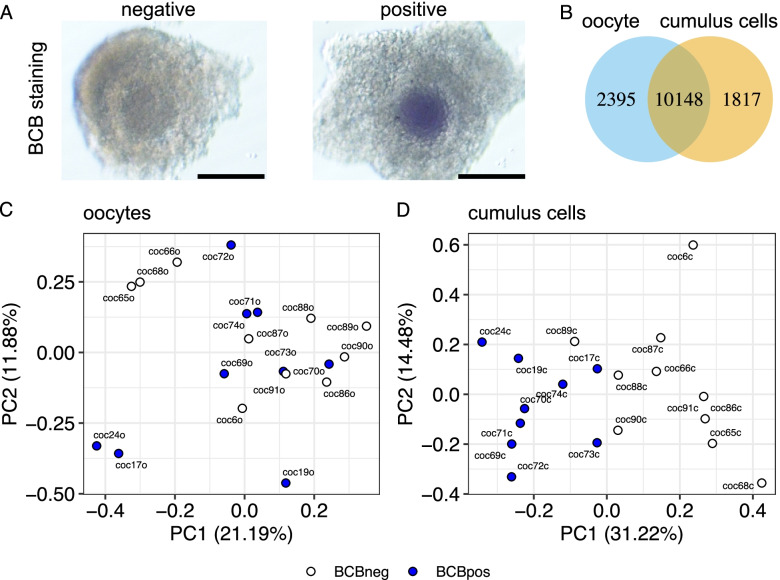
Transcriptome analysis of cumulus-oocyte complexes. **A** Schematics of sample classification based on BCB staining. **B** Number of protein-coding or long noncoding genes with transcripts quantified in single oocytes and corresponding cumulus cells. **C** Principal component analysis of oocytes. **D** Principal component analysis of cumulus cells. For both (**C** and **D**), empty circles indicate BCB negative, and blue circles indicate BCB positive

We proceeded with in vitro oocyte maturation and in vitro production of embryos with the groups of BCB classified cumulus-oocyte complexes and control cumulus-oocyte complexes (not exposed to the dye). Our analysis showed a significant effect of selecting cumulus-oocyte complexes for BCB staining on blastocyst yield (*P* = 0.0015, Wald’s test [32], *P* = 0.0012, Likelihood ratio test [32], Table 1). Putative zygotes produced from BCB positive oocytes yielded 18% (± 2.4 SE) of blastocysts on day seven of in vitro culture (~ 190 h post fertilization), compared to 9% (± 1.5 SE) of blastocysts produced from zygotes originated from BCB negative cumulus-oocyte complexes (*P* = 0.001, Table 2). Neither group was significantly different from the blastocyst yield obtained with the control zygotes (14% ± 3.5 SE) that originated from cumulus-oocyte complexes not exposed to BCB (Table 2).

**Table 1:** Summary of the Wald’s and Likelihood ratio tests of proportion following the logistic regression analysis for blastocysts on day seven of culture

Variable	Wald’s test			Likelihood ratio test	
	DF	$${\upchi }^{2}$$	P	$${\upchi }^{2}$$	P
Group	2	12.96	< 0.01	13.39	< 0.01
Replicate	3	6.24	0.1	-	-

*DF* Degrees of freedom, $${\chi }^{2}$$ Chi-square, *P* Probability

**Table 2:** Summary of the hypothesis tests for linear contrasts between COC groups

	Multiple comparison of means, Tukey			Odds ratio		
Contrast	Estimate	SE	P	Odds ratio	SE	P
BCB + vs BCB-	0.84	0.23	< 0.01	2.1	0.1	< 0.01
BCB + vs Control	0.29	0.33	0.66	1.2	0.35	0.66
BCB- vs Control	-0.55	0.35	0.24	0.61	0.18	0.24

*SE* Standard error, *P* Probability

### Mitochondrial DNA abundance in single oocytes classified by BCB staining

The absolute quantification of mtDNA copies in single oocytes showed an overall average of 1,681,647 ± 827,192. An analysis of variance revealed a significant effect of oocyte groups (BCB positive, BCB negative, *P* = 0.0044, Supplementary Table S1). A Tukey’s test identified that the mean value of mtDNA copy number was significantly different between BCB positive (1,475,377 ± 762,595 SE) and BCB negative (1,908,041 ± 844,937 SE) oocytes (*P* = 0.0044, Supplementary Table S2, Supplementary figure S1).

### Transcriptome profiling of single oocytes and the corresponding cumulus cells

We sequenced the transcriptome of 19 cumulus-oocyte complexes, of which nine contained BCB positive oocytes and ten contained BCB negative oocytes, respectively. 

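Brilliant cresyl blue (BCB) is a dye that marks oocytes that have completed their growth. Each of the 19 complexes gave 1 library from the oocyte and 1 from its cumulus cells, so that 38 libraries were analysed, from 9 BCB positive and 10 BCB negative complexes. The authors trimmed the paired-end reads, aligned them to the cattle genome with HiSat2, removed unmapped and low quality alignments with Samtools, sorted them with Picard and counted them on Ensembl genes with featureCounts, with duplicates removed. The deposited values are raw counts on 27607 Ensembl identifiers in each compartment, and no library was a copy of another: the highest correlation between a pair of oocytes on the log2 scale was 0.985, and between a pair of cumulus samples 0.967. A symbol was found in the supplementary tables for 4934 identifiers. Transcript abundance was compared between the BCB groups with edgeR's quasi-likelihood test after TMM normalization, within each compartment, with Benjamini-Hochberg adjustment. Single values per library were compared with two-sided exact permutation tests over the 92378 splits of the 19 complexes into 9 and 10. The complexes carry numbers that fall into 3 runs, and the BCB groups are unevenly spread over them. The run from 6 to 24 holds 3 BCB positive complexes and 1 BCB negative complex, the run from 65 to 74 holds 6 and 3, and the run from 86 to 91 holds 6 BCB negative complexes and 0 BCB positive complexes. Comparisons of single library values and component scores, and most relations, were therefore repeated within the run from 65 to 74. Spread was compared within it too, but by distances to the centroid of the whole BCB group. The tests of single genes in each compartment were not repeated within this run, and took the run as a covariate in an alternative. Neither the test between compartments nor the numbers of pairs were computed within a run. In the run from 86 to 91 the run and the BCB class cannot be told apart.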

For genome-wide analysis of gene transcript abundance, we separated the cumulus cells from the oocytes ([57] see material and methods for details). Overall, we produced an average of 39,426,362 and 43,536,143 pairs of reads for single oocytes and cumulus cells, respectively. 

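After alignment, filtering and removal of duplicates, the counts on genes that all values here rest on were fewer. Oocytes had a median of 1.44e+07 counts in BCB positive complexes (range 8886070 to 26908499) and 1.94e+07 in BCB negative complexes (range 9389803 to 29810354), and the mean log10 total did not differ (p = 0.309, two-sided exact permutation test). Cumulus cells had a median of 5.85e+06 counts in BCB positive complexes (range 3585944 to 10430148) and 2.25e+06 in BCB negative complexes (range 1103200 to 8013318). The mean log10 total of cumulus cells was higher by 0.373 in BCB positive complexes (exact permutation p = 0.00375, Benjamini-Hochberg adjusted 0.00936 over 10 comparisons of libraries), and by 0.728 within the run of complexes from 65 to 74 (exact permutation p = 0.0119, the smallest that 84 splits allow). The 13 protein-coding genes of mitochondrial DNA took 1.66% ± 0.696 (SD, n = 9) of the cumulus counts in BCB positive complexes and 8.24% ± 5.01 (SD, n = 10) in BCB negative complexes, a difference larger than the spread between complexes (exact permutation p = 0.000714, adjusted 0.00238). In oocytes the shares were 0.193% ± 0.134 (SD, n = 9) and 0.165% ± 0.051 (SD, n = 10), with no difference (exact permutation p = 0.611). The number of genes with at least 1 count in cumulus cells, 18061 ± 1241 (SD, n = 9) and 17378 ± 876.2 (SD, n = 10), did not differ (exact permutation p = 0.186). Within the run from 65 to 74 it was higher by 1933 in BCB positive complexes (exact permutation p = 0.0595). In oocytes this number did not differ over all complexes (difference -190.5, exact permutation p = 0.633). Within the run it was higher by 1230 in BCB positive oocytes (exact permutation p = 0.0357). Further mitochondrially encoded genes, such as those of ribosomal and transfer RNA, were not counted in the shares of the 13 genes. The share of cumulus counts on the 13 genes fell with the log10 total, with r = -0.858 (permutation p = 2e-05, adjusted 3e-04) and rho = -0.881 (permutation p = 1e-05, the smallest they can give, adjusted 0.00015) over 19 complexes, in a family of 15 relations. Without the 2 complexes farthest from the median total r was -0.844. By r the relation was also seen in BCB positive complexes alone (r = -0.814, exact permutation p = 0.0129, rho = -0.667, exact permutation p = 0.0589), in BCB negative complexes alone (r = -0.827, permutation p = 0.00311, rho = -0.745, permutation p = 0.0181) and in the runs from 65 to 74 (r = -0.902, exact permutation p = 0.00054, rho = -0.717, exact permutation p = 0.0369) and from 86 to 91 (r = -0.932, exact permutation p = 0.0125, rho = -0.829, exact permutation p = 0.0583). By rank none of these passed 0.05 after adjustment over the family, where the p-values were 0.0907 in BCB negative complexes and 0.126 in the others.

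**Figure D1:**
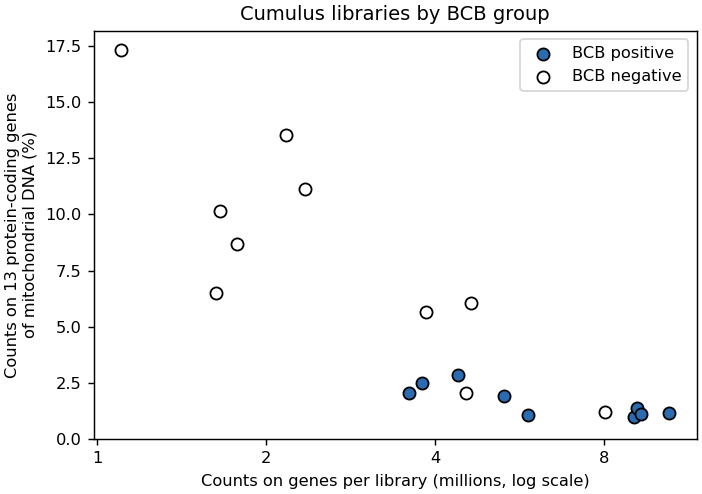
Each point is the cumulus library of 1 of 19 complexes, with the counts on genes on a log scale against the percentage of those counts on the 13 protein-coding genes of mitochondrial DNA. Filled points are BCB positive (n = 9) and open points BCB negative (n = 10). The share runs from 0.966% to 2.86% in BCB positive and from 1.17% to 17.4% in BCB negative complexes.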

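Genes were kept when they had a CPM, the count divided by the library total and scaled up, of more than 2 in at least 9 of the 19 libraries of a compartment. This left 12753 genes in oocytes and 12313 genes in cumulus cells, of which 10281 passed in both compartments. The paper's further limits, on gene biotype and on length-scaled transcript abundance, need an annotation that was not used here.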

After filtering for lowly expressed genes, we quantified the transcript abundance for 12,543 and 11,965 protein coding or long noncoding genes in oocytes and cumulus cells, respectively (Fig. 1B). 

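Principal components were computed on CPM with each gene scaled. In oocytes the first component held 21.0% of the variance and the second 12.1%, and the mean scores of BCB positive and BCB negative oocytes lay 0.339 and 0.595 standard deviations apart (exact permutation p = 0.471 and 0.203, adjusted 0.471 and 0.405 over 4 tests). Within the run from 65 to 74, however, the mean oocyte scores on the first component differed in the opposite direction (exact permutation p = 0.0119, the smallest that 84 splits allow), so that the pooled comparison does not hold within this run. In cumulus cells the first component held 36.4% of the variance and the groups lay 1.58 standard deviations apart (exact permutation p = 9.74e-05, adjusted 0.00039). Within the run from 65 to 74 this separation, in the same direction, gave an exact permutation p of 0.0119. The second component, with 12.7% of the variance, did not separate the groups over all complexes (exact permutation p = 0.396). It did not within the run either (exact permutation p = 0.857). The score of cumulus cells on the first component rose with the log10 total of the library, with r = 0.927 and rho = 0.898 (permutation p = 1e-05 for both, the smallest they can give, adjusted 4e-05 over 4 relations). It was r = 0.911 without the 2 libraries farthest from the median total, 0.849 within BCB positive, 0.936 within BCB negative and 0.978 within the run from 65 to 74. In oocytes the first component fell with the log10 total, with r = -0.537 (permutation p = 0.0188, adjusted 0.0375) and rho = -0.511 (permutation p = 0.0274, adjusted 0.0549), and r was -0.516 without the 2 farthest libraries, -0.129 within BCB positive, -0.819 within BCB negative and -0.484 within the run from 65 to 74. On log2(CPM + 1) with TMM factors and each gene scaled, the separation in cumulus cells was 0.887 standard deviations on the first component (exact permutation p = 0.0421, adjusted 0.0842) and 0.951 on the second (exact permutation p = 0.00893, adjusted 0.0357). Within the run from 65 to 74 the first of these did not separate the groups (exact permutation p = 0.381), while the second did (exact permutation p = 0.0119).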

A principal component analysis with all genes quantified indicated no clear trend of separation of the oocytes based on the BCB staining (Fig. 1C); however, a pattern of separation of cumulus cells emerged based on whether the oocytes were BCB positive or negative (Fig. 1D).

### Co-expression analysis between oocytes and surrounding cumulus cells

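For co-expression the counts of each gene were divided by the TMM factor of the library and transformed with the inverse hyperbolic sine, as in the authors' code, which does not divide by the library total. Each of the 12753 oocyte genes was correlated with each of the 12313 cumulus genes across complexes, which gave 157027689 coefficients. The median coefficient, the numbers of pairs and the match of clusters were set against 100 pairings of oocytes with cumulus cells, the real pairing and 99 random ones, and were computed again with the counts also scaled to the library total. Connections of single genes and the pairs of Fig. 2B were not set against random pairings.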

We quantified a Pearson’s correlation coefficient (r) between genes expressed in oocytes and in cumulus cells, using all 19 pairs of oocytes and corresponding cumulus cells. The median of all coefficients was 0.27 (Fig. 2A), which often indicates an inclination of co-expression between genes, when compared to a null distribution, which is centered at zero (Supplementary figure S2). 

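Over all 157027689 gene pairs the median coefficient was 0.278. Single random pairings of the 19 oocytes with the 19 cumulus samples gave medians from -0.392 to 0.369, and 6 of the 100 pairings, the real pairing included, had a median at least as high. The medians of the random pairings averaged -0.0187. With counts also scaled to the library total, the alternative that moved the median most, it was -0.000671.

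**Figure D2:**
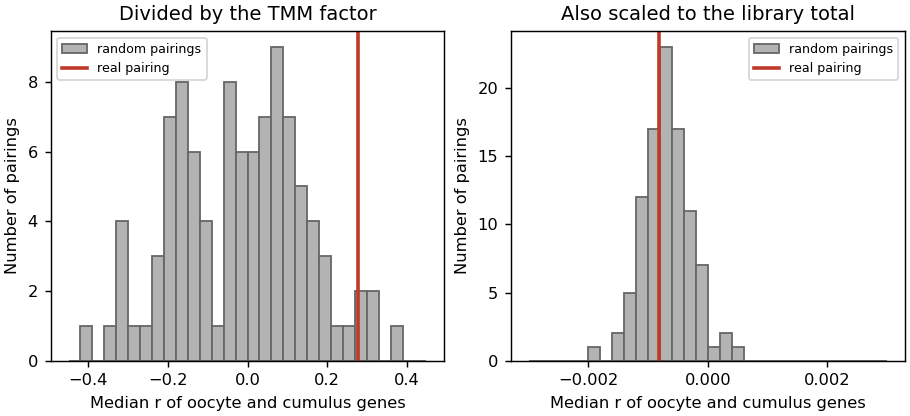
Histograms of the median coefficient in 99 random pairings of oocytes with cumulus samples (grey bars) and in the real pairing (line), with the number of pairings on the vertical axes. On the left the counts were divided by the TMM factor, and on the right they were also scaled to the library total. Medians were taken over an evenly spaced part of the genes, which gave 0.277 for the real pairing on the left and -0.000822 on the right. The horizontal scales differ between the panels.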

Following this global trend, the lowest negative coefficient calculated was -0.83, but there were 1,125 pairs of genes showing coefficients $$\ge$$ 0.85 (eFDR < 1 × 10^–5^). 

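The coefficients ran from -0.831 to 0.936, and 1606 pairs were at or above 0.85, while 0 pairs were at or below the same value with a negative sign. Of the 100 pairings, 2 gave as many pairs, the real one included. The random pairings gave between 0 and 4486 pairs, with a mean of 92.7 and a median of 16. The mean is 5.77% of the number in the real pairing, with positive pairs alone counted. This share rests on 99 random pairings whose mean lies far above their median, so it is not a settled rate of random pairs. Per pair tested the mean was 5.9e-07. The authors' code prints a higher rate at 0.85, with both signs counted and many more pairings. The paper lists 1124 pairs in its supplementary table, of which 968 were among the 1606. After scaling to the library total there were 1077 pairs at or above 0.85 and 787 at or below the negative of that value, 15 of the 1606 pairs were among them, and 24 of the 100 pairings gave as many positive pairs, 5 as many negative pairs and 18 as many of both signs together. The alternative that moved the number of pairs most was the use of residuals from the BCB group means, with 224431 pairs and a median coefficient of 0.519.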

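From Fig. 2B 9 pairs were taken, which need not be all that the authors' code draws. These pairs had coefficients from 0.843 (ACBD5 in oocytes with ETS2 in cumulus cells) to 0.877 (EIF2B2 with ZSWIM4). Their permutation p-values were at most 2e-05 for r, also after adjustment over the 9 pairs, where 1e-05 is the smallest they can give. The paper drew these pairs from those with coefficients of at least 0.85 in the same libraries, out of all gene pairs. Its code also chose by the slope and fit of a regression between the genes of a pair. Small p-values therefore follow from the choice, and an adjustment over 9 does not cover it. Spearman's rho ran from 0.704 to 0.867, with permutation p-values of at most 0.00121, before and after adjustment. Without the 2 oocytes farthest from the median, r ran from 0.723 to 0.861. It ran from 0.732 to 0.893 within BCB positive complexes, from 0.802 to 0.943 within BCB negative complexes and from 0.805 to 0.965 within the run from 65 to 74. After scaling to the library total, r ran from 0.219 (MMP25 with ANKRD54) to 0.626 (ACBD5 with ETS2), and the adjusted permutation p of r was below 0.05 in 6 of the 9 pairs, with the same limit from their choice. By rank, the adjusted permutation p was 0.0679 for QSOX2 with PTPRJ and 0.129 for MMP25 with ADPRS, and 0.0425 for the others of these 6. Without the 2 farthest oocytes, r of EIF2B2 with ZSWIM4 fell from 0.581 to 0.249. In the others of the 6 it then ran from 0.449 to 0.570. Among these 6, VCL with MAP3K8 had an r of 0.603 over all complexes and of -0.321 within the run from 65 to 74, so that this relation did not hold within the run.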

Some examples of these highly correlated pairs of genes are depicted in Fig. 2B. These 1,125 pairs of genes showing a high degree ($$\ge$$ 0.85) of co-expression were composed of 163 and 832 oocyte and cumulus cells genes, respectively. 

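In the present counts the 1606 pairs were made of 328 oocyte genes and 1032 cumulus genes. Of these, 215 oocyte genes and 879 cumulus genes had a single connection.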

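GSTA1 (ENSBTAG00000021516), which encodes glutathione S-transferase alpha 1, was connected with 735 cumulus genes when expressed in oocytes, 45.8% of all pairs. MMP25 followed with 98 connections, SRGN with 49, FST with 33, SH3BP4 with 31, VIM with 26, CCND2 with 21, TRIB2 with 20, SMARCA1 with 18 and CITED2 with 13, while BICD1 had 9. CCDC69 did not pass the CPM filter in oocytes and entered no pair. After scaling to the library total, SH3BP4 had 13 connections and the others named here had 0, and the gene with the most connections was ACTL7B, with 107. GSTA1 was at 29.3 ± 61.7 CPM (SD, n = 19) in oocytes and 2649 ± 990.1 CPM (SD, n = 19) in cumulus cells. Its log2(CPM + 1) in oocytes rose with the log10 total of the cumulus library of the same complex, with r = 0.782 (permutation p = 1e-04, adjusted 7e-04 over 10 genes) and rho = 0.879 (permutation p = 1e-05, the smallest they can give), and r was 0.752 without the 2 complexes farthest from the median total. It was 0.788 within BCB positive (exact permutation p = 0.0161), 0.750 within BCB negative (permutation p = 0.0103) and 0.859 within the run from 65 to 74 (exact permutation p = 0.00415), and 0.500 in the 6 complexes of the run from 86 to 91, where it could not be told from 0 (exact permutation p = 0.325). Its CPM in oocytes also rose with the summed CPM of 9 cumulus marker genes in the same oocytes, with r = 0.952 (permutation p = 5e-05, adjusted 0.00012) and rho = 0.460 (permutation p = 0.0492). Without the 2 oocytes farthest from the median marker CPM, r was 0.596, so that the size of this relation rests on those oocytes. Within BCB positive r was 0.969 and rho 0.750 (exact permutation p = 0.00106 and 0.0255), but within BCB negative r was 0.744 and rho 0.0307 (permutation p = 0.0637 and 0.945), so that by rank the relation was not seen over the 10 BCB negative oocytes. Within the run from 65 to 74 r was 0.958 and rho 0.527 (exact permutation p = 0.00509 and 0.150), and within the run from 86 to 91, all BCB negative, r was 0.943 and rho 0.771 (exact permutation p = 0.0403 and 0.103).

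**Figure D3:**
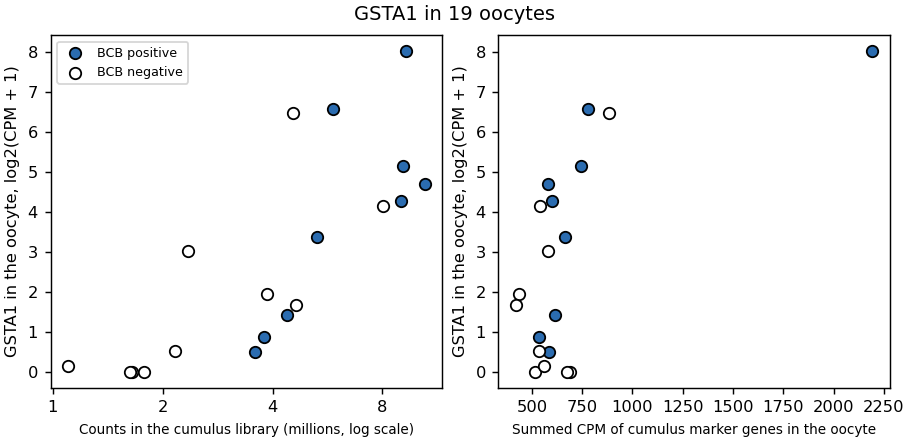
GSTA1 in each of 19 oocytes as log2(CPM + 1), against the counts in the cumulus library of the same complex on a log scale (left) and against the summed CPM of 9 cumulus marker genes in the oocyte (right). Filled points are BCB positive (n = 9) and open points BCB negative (n = 10). The oocyte with the highest GSTA1, at 256.8 CPM, also has the highest marker CPM, 2192.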

Notably, the gene Glutathione S-Transferase Alpha 1 expressed in oocytes concentrated over one-half of all the connections with cumulus genes, followed by eight genes with more than ten connections (*BICD1*, *CCDC69*, *CCND2*, *FST*, *SH3BP4*, *SRGN*, *TRIB2*, *VIM*, Fig. 2C, Supplementary figure S3, Supplementary Table S3). By comparison, in cumulus cells, the gene Mitogen-Activated Protein Kinase Kinase Kinase 8 had the greatest number of connections with oocyte genes and only three other genes had more than ten connections (*CITED2*, *HSPA1A*, *SAT1*, Fig. 2D, Supplementary figure S3, Supplementary Table S3). 

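In cumulus cells MAP3K8 (ENSBTAG00000011600) had 88 connections with oocyte genes, SAT1 had 58, HSPA1A 21, CITED2 16 and MAPK3 13. In all, 8 cumulus genes had more than 10 connections. After scaling to the library total, CITED2 had 1 connection and the other genes named here had 0.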

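Genes with more than 10 connections made up 10 of the 328 oocyte genes and 8 of the 1032 cumulus genes. The paper draws its statement on regulation across both compartments from all the results before it, and sets the small number of genes with many connections beside it as a contrast.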

Collectively, these results demonstrated a general co-regulation of genes between oocyte and cumulus cells, but only a few hub genes emerged in both compartments of the cumulus-oocyte complex.

**Fig. 2:**
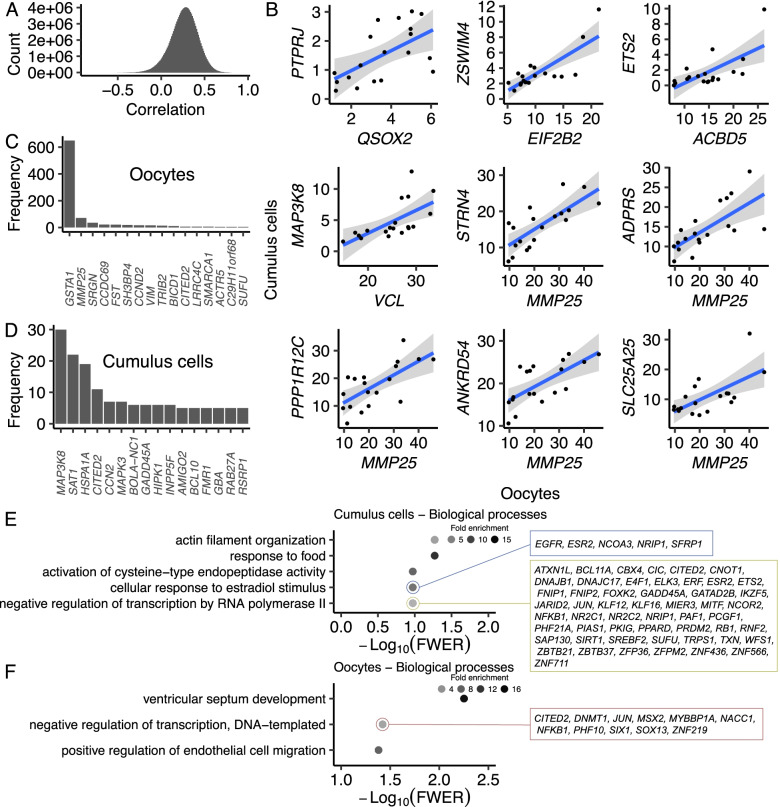
Gene co-expression networks between oocytes and surrounding cumulus cells. **A** Distribution of Pearson’s correlation coefficients for genes expressed in oocytes and cumulus cells. **B** Scatterplots with representative genes co-expressing (r $$\ge$$ 0.85, eFDR < 1 × 10^–5^) between oocytes and cumulus cells. Connectivity of genes significantly co-expressed (r $$\ge$$ 0.85, eFDR < 1 × 10^–5^) in (**C**) oocytes and (**D**) cumulus cells. Biological processes significantly enriched (FWER < 0.1) in genes co-expressed (r $$\ge$$ 0.85, eFDR < 1 × 10^–5^) between (**E**) cumulus cells and (**F**) oocytes

Genes that form regulatory networks tend to group in functional clusters. Therefore, we tested whether there was enrichment of the genes in oocytes or cumulus cells that showed significant co-expression (r $$\ge$$ 0.85, eFDR < 1 × 10^–5^). 

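Of the cumulus genes that the paper assigns to the response to estradiol, EGFR, ESR2, NCOA3, NRIP1 and SFRP1 each entered 1 pair at or above the threshold, and none of the 5 entered a pair after scaling to the library total. Gene ontology enrichment was not computed here.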

In cumulus cells, there were five biological processes significantly enriched (FWER < 0.11, Supplementary Table S4), ‘actin filament organization’, ‘activation of cysteine-type endopeptidase activity’, ‘cellular response to estradiol stimulus’, ‘negative regulation of transcription by RNA polymerase II’, and ‘response to food’. 

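Among oocyte genes of the paper's category of negative regulation of transcription, CITED2 entered 13 pairs, NFKB1 5, MSX2 4 and NACC1 3. DNMT1, JUN and MYBBP1A entered 2 pairs each, and PHF10, SOX13 and ZNF219 entered 1 each. After scaling to the library total NACC1 and JUN entered 1 pair each and the others 0.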

In oocytes, the biological processes significantly enriched (FWER < 0.1, Supplementary Table S5) were ‘negative regulation of transcription, DNA-templated’, ‘positive regulation of endothelial cell migration’, and ‘ventricular septum development’. The presence of categories involved in transcription in both compartments (oocyte and cumulus cells) supports the existence of gene regulatory networks across an oocyte and the surrounding cumulus cells.

### Differential gene expression in oocytes and cumulus cells

Next, we asked if gene transcript abundance was different between oocytes and cumulus cells obtained from oocytes classified based on BCB staining. 

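In oocytes edgeR's quasi-likelihood test found 0 of 12753 genes with an FDR under 0.01 between BCB positive and BCB negative complexes. The lowest FDR was 0.843, and 711 genes had an unadjusted p under 0.05. With DESeq2, the alternative that moved this number most, 1 gene passed. With the run of complex numbers as a covariate 0 genes passed, and 1546 had an unadjusted p under 0.05. In counts simulated from these oocytes, the test recovered 98% of 200 genes changed by a factor of 4, with 1 false call. Those genes were drawn from the more abundant ones, and smaller changes were not planted. The simulation therefore does not show whether smaller changes would be found.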

Notably, there was no differential transcript abundance in oocytes separated by BCB staining (Supplementary Table S6). 

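In cumulus cells 69 of 12313 genes passed an FDR of 0.01 in edgeR's quasi-likelihood test, 5 with greater transcript abundance in BCB positive and 64 with greater transcript abundance in BCB negative complexes. There were 2299 genes with an unadjusted p under 0.05. The 5 genes greater in BCB positive were STUM (log2 fold change 1.82, standard error 0.26, FDR 0.00159), R3HCC1 (1.18), CCDC69 (1.04), CHMP7 (0.97) and FZR1 (0.62). The largest falls were in a gene without a symbol, ENSBTAG00000051031 (log2 fold change -4.85, standard error 0.60, FDR 0.000389), and in DKK3 (log2 fold change -4.63, standard error 0.43, FDR 2.57e-06), at 0.875 ± 0.633 CPM (SD, n = 9) in BCB positive and 19.8 ± 11.4 CPM (SD, n = 10) in BCB negative complexes. Of the 13 protein-coding genes of mitochondrial DNA, 11 were among the 64, with log2 fold changes of all 13 between -3.37 and -2.65. With library totals alone in place of TMM, the alternative that moved the number most, 1704 genes passed, 1601 of them greater in BCB positive, and the median log2 fold change of all genes moved from -0.01 to 0.46. With the log10 library total as a covariate 2 genes passed, and with the run of complex numbers as a covariate 115, of which 49 were among the 69. Of the paper's 172 genes, which its supplementary table lists, 166 passed the CPM filter here and all 166 differed in the paper's direction, with 54 past an FDR of 0.01 and 165 past 0.05. Adjusted over that list alone, all 166 passed 0.01, which shows no stability since the list was called on the same libraries.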

By comparison, 50 genes presented greater transcript abundance in cumulus cells obtained from BCB positive oocytes, and 122 presented greater transcript abundance in cumulus cells obtained from BCB negative oocytes (FDR < 0.01, Fig. 3A, Supplementary Table S7). Interestingly, cumulus cells surrounding BCB positive oocytes have a very similar pattern of transcript abundance for these 172 differentially expressed genes, whereas cumulus cells surrounding BCB negative oocytes have greater variability in transcript abundance (Fig. 3B).

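Over the 166 of these genes that passed the CPM filter, the distance of a cumulus library to the centroid of its BCB group, on log2 CPM, was 6.79 ± 1.19 (SD, n = 9) in BCB positive and 12.9 ± 4.68 (SD, n = 10) in BCB negative complexes, a ratio of 1.89 (two-sided exact permutation p = 0.000206). The alternative that moved the ratio most was the use of all 12313 genes, with 1.48 (exact permutation p = 0.000238). Within the run from 65 to 74 the distances were 6.91 ± 1.44 (SD, n = 6) and 13.9 ± 4.75 (SD, n = 3), a difference with an exact permutation p of 0.0119. They were still taken to the centroid of the whole BCB group, which holds other runs. This comparison therefore does not measure spread within the run and cannot set the run aside. The paper draws its statement on variability from the display of the 172 genes in Fig. 3B.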

**Fig. 3:**
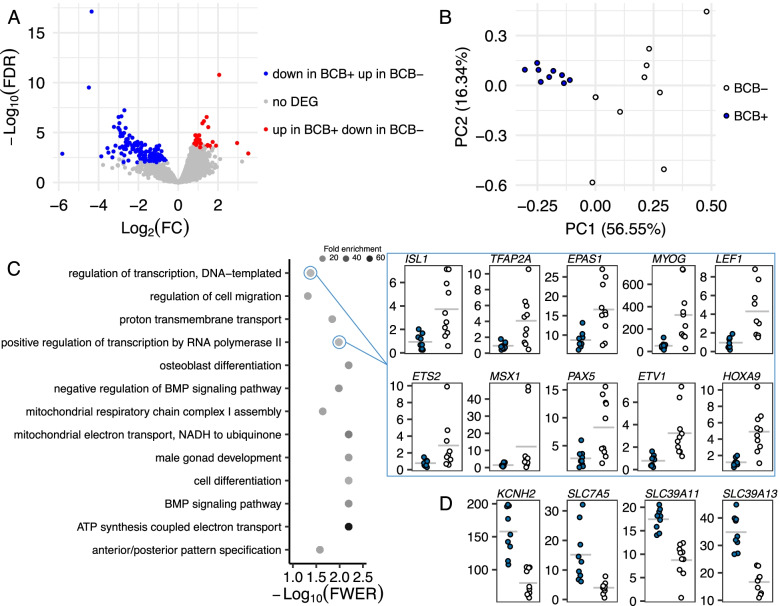
Differential transcript abundance in cumulus cells. **A** Depiction of the genes with significant differences in transcript abundance in cumulus cells surrounding oocytes categorized by BCB staining. **B** PCA plot of the 172 differentially expressed genes in cumulus cells collected from BCB positive or negative oocytes. **C** Biological processes categories enriched in 122 with greater transcript abundance in cumulus cells obtained from BCB negative oocytes relative to their counterparts. **D** Four genes with greater abundance in cumulus cells surrounding BCB positive oocytes and present in ‘transmembrane transport’

We then tested these 172 differentially expressed genes in cumulus cells for enrichment of biological processes. There were several biological processes significantly enriched (FWER < 0.01) among the 122 with greater transcript abundance in cumulus cells obtained from BCB negative oocytes relative to their counterparts (Fig. 3C, Supplementary Table S8). 

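Of the 122 genes, 116 passed the CPM filter here and all 116 had lower transcript abundance in BCB positive complexes, with a median log2 fold change of -2.15. An FDR of 0.01 in edgeR's quasi-likelihood test was passed by 49 of them and an FDR of 0.05 by all 116. The enrichment itself was not computed here.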

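The 10 genes of transcription regulation EPAS1, ETS2, ETV1, HOXA9, ISL1, LEF1, MSX1, MYOG, PAX5 and TFAP2A were all lower in BCB positive cumulus cells, with log2 fold changes from -3.40 (MSX1) to -1.36 (EPAS1). In edgeR's quasi-likelihood test the FDR ran from 0.00490 to 0.0277, and 4 of the 10 passed 0.01. With the log10 library total as a covariate the log2 fold changes of all 10 were smaller in size, from -2.12 (LEF1) to -0.40 (TFAP2A). With the run of complex numbers as a covariate they ran from -4.43 (MSX1) to -1.53 (EPAS1). EPAS1 was at 22.9 ± 4.72 CPM (SD, n = 9) in BCB positive and 59.6 ± 24.9 CPM (SD, n = 10) in BCB negative complexes. MYOG was the most abundant of the 10 in BCB negative complexes, at 347.6 ± 313.9 CPM (SD, n = 10) against 36.7 ± 26.0 CPM (SD, n = 9). For each of the 10 genes, 0 of the 9 BCB positive libraries were above the median of the BCB negative libraries.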

A representative number of genes was observed in two categories associated with regulation of transcription (*EPAS1*, *ETS2*, *ETV1*, *HOXA9*, *ISL1*, *LEF1*, *MSX1*, *MYOG*, *PAX5*, *TFAP2A*), and another category highly represented was ‘cell differentiation’. It was also notable that ‘negative regulation of BMP signaling pathway’ (*SMAD6*, *BAMBI*, *SMAD7*, *SFRP1*) was enriched in the genes with greater transcript abundance in cumulus cells obtained from BCB negative oocytes (Fig. 3C, Supplementary Table S8). 

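SMAD6 had a log2 fold change of -1.70 (standard error 0.33, FDR 0.00843 in edgeR's quasi-likelihood test), BAMBI of -3.07 (0.67, FDR 0.0171), SMAD7 of -2.15 (0.45, FDR 0.0114) and SFRP1 of -1.96 (0.47, FDR 0.0226). All 4 were lower in BCB positive cumulus cells, and 1 of the 4 passed an FDR of 0.01. SMAD6 was at 37.1 ± 16.6 CPM (SD, n = 9) in BCB positive and 121.5 ± 59.2 CPM (SD, n = 10) in BCB negative complexes.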

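KCNH2, SLC39A11, SLC39A13 and SLC7A5 were higher in BCB positive cumulus cells, with log2 fold changes of 0.57 (standard error 0.14), 0.58 (0.19), 0.65 (0.14) and 1.48 (0.34). Their FDR in edgeR's quasi-likelihood test was 0.0306, 0.0960, 0.0136 and 0.0184, so that 0 of the 4 passed 0.01 and 3 passed 0.05. For each gene all 9 BCB positive libraries were above the median of the BCB negative libraries. The SLC39A11 value of BCB negative complex 68, at 1.43 log2 CPM, was far below the group's median of 4.08.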

Testing for enriched categories among 50 genes with greater abundance in cumulus cells obtained from BCB positive oocytes revealed four genes present in ‘transmembrane transport’ (*KCNH2*, *SLC39A11*, *SLC39A13*, *SLC7A5*, FWER < 0.01, Fig. 3D, Supplementary Table S9).

### Differential gene co-expression between oocytes and cumulus cells

Given that cumulus cells have differential transcript abundance based on whether they surround an oocyte that is positive or negative for BCB staining, it was important to determine whether there is differential co-expression in oocytes and surrounding cumulus cells based on BCB staining outcomes. Similar to the approach used for all oocytes and cumulus cells, we calculated a Pearson’s correlation coefficient (r) for gene pairs for each group of cumulus-oocyte complexes. Because of the difference in sample size (BCB positive, *n* = 9; BCB negative, *n* = 10), we proceeded with coefficients that showed an eFDR < 1 × 10^–7^. This significance value was associated with *r* = 0.99 and 0.98 for cumulus-oocyte complexes classified as BCB positive and BCB negative (Supplementary figure S4). These low significance and high values of r were set so that we could make robust biological inferences about the results.

We identified 268 pairs of co-expressing genes (*r* > 0.99) in cumulus-oocyte complexes that were positive for BCB staining (*N* = 9 pairs of oocyte and cumulus cells). These were formed by 143 and 239 genes expressed in oocytes and cumulus cells, respectively. 

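Within the 9 BCB positive complexes 347 pairs had a coefficient above 0.99, 224 of them among the 268 pairs that the paper's supplementary table lists. The median coefficient of all pairs was 0.506. Random pairings of oocytes and cumulus cells within the group gave a median of 2 pairs and at most 1414, and 4 of 100 pairings gave as many, the real one included. With library totals scaled out 62 pairs were above 0.99, 0 of them among the 347, and 1 of 100 pairings, the real one, gave as many. A further 55 pairs were below the negative of that value after scaling, which 2 of 100 pairings matched, the real one included.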

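In the counts analysed here they were formed by 200 oocyte genes and 306 cumulus genes.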

The same pair of genes showed r values that averaged 0.54, ranging from -0.38 to 0.93 in cumulus-oocyte complexes that were negative for BCB staining (Fig. 4A, Supplementary Table S10). 

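The 347 pairs had a mean coefficient of 0.514 ± 0.247 (SD over pairs) in the 10 BCB negative complexes, with a range from -0.531 to 0.943. Pairs are not independent replicates, so the fall was compared with that in other sets of complexes. For 100 sets of 9 of the 19 complexes, the BCB positive set included, pairs above 0.99 were selected and their mean coefficient taken in the remaining 10 complexes. In 97 sets there was at least 1 pair, and 94 of these had a mean as low as 0.514 or lower. The other sets had a median of 0.253. Over all pairs the median in the 10 BCB negative complexes was 0.572, above the mean of the selected pairs. It was not taken for the remaining complexes of the other sets, so this comparison cannot test the fall. The number of pairs was as large as 347 in 7 of the 100 sets.

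**Figure D4:**
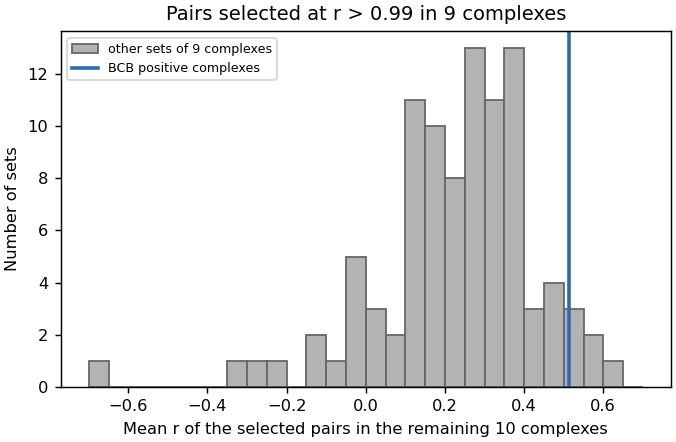
Histogram of the mean coefficient, in the remaining 10 complexes, of the gene pairs selected above 0.99 in a set of 9 complexes. Bars are other sets of 9 of the 19 complexes and the line is the BCB positive set, at 0.514. The other sets run from -0.674 to 0.625.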

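Within the 10 BCB negative complexes 1330 pairs had a coefficient above 0.98, from 702 oocyte genes and 711 cumulus genes, and 585 of them were among the 1004 pairs in the paper's supplementary table. The median of all pairs was 0.572. The real pairing was the only 1 of 100 pairings within the group to give as many, and the most that a random pairing gave was 727. With library totals scaled out there were 85 pairs, 0 of them among the 1330, and 19 of 100 pairings gave as many. There were also 97 pairs below the negative of that value, which 2 of 100 pairings matched, the real one included, and 6 of 100 matched the number of both signs together. C15H11orf96 had the most connections in oocytes, 79, and ADAMTS16 had 29, while in cumulus cells MED11 had 48 and ELP6 41.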

In cumulus-oocyte complexes that were negative for BCB staining, we identified 1,004 pairs of co-expressing genes (*r* > 0.98), formed by 465 and 645 genes expressed in oocytes and cumulus cells, respectively. 

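The mean coefficient of the 1330 pairs in the 9 BCB positive complexes was 0.490 ± 0.235 (SD over pairs), with a range from -0.748 to 0.943. Among 100 sets of 10 complexes, the BCB negative set included, 96 had a mean as low in the remaining 9 complexes, with a median of 0.279 over the other sets, and 3 had as many pairs. Over all pairs the median in the 9 BCB positive complexes was 0.506, and the comparison of means has the same limit as above.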

The same gene pairs showed r values that averaged 0.49, ranging from -0.75 to 0.94 in cumulus-oocyte complexes that were positive for BCB staining (Fig. 4B, Supplementary Table S11).

**Fig. 4:**
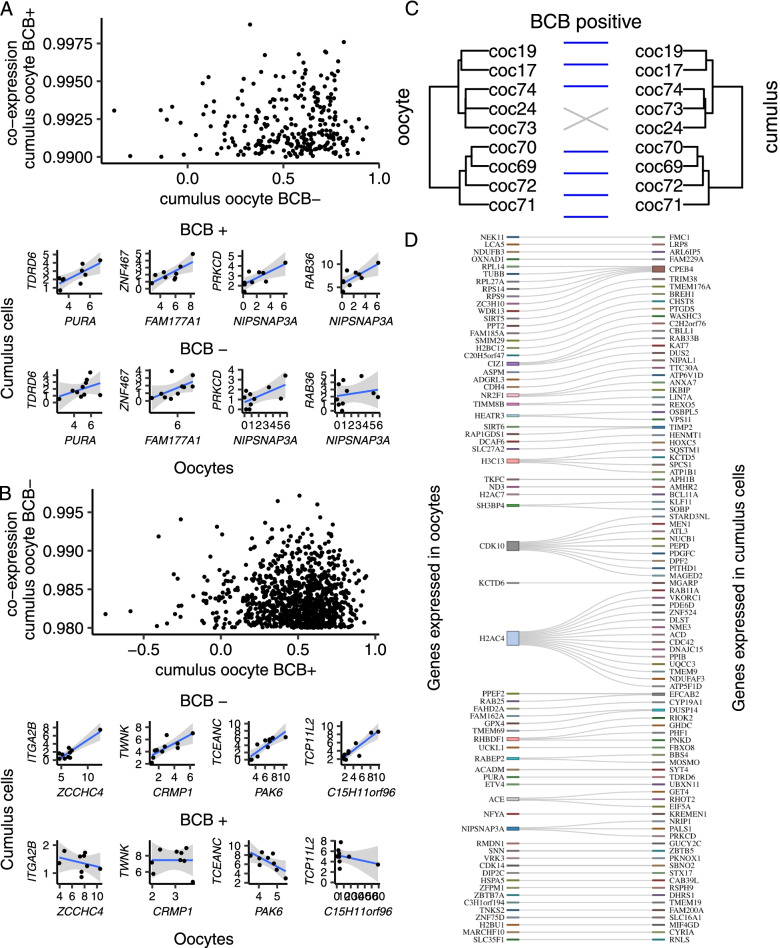
Differential co-expression in oocytes and surrounding cumulus cells classified by BCB staining. **A** Genes significantly co-expressed in BCB positive oocytes and surrounding cumulus cells, comparatively to complex-oocyte complexes obtained from BCB negative oocytes. **B** Genes significantly co-expressed in BCB negative oocytes and surrounding cumulus cells, comparatively to cumulus-oocyte complexes obtained from BCB positive oocytes. **C** Independent clustering of oocytes and cumulus cells using 75 and 108 genes, respectively, co-expressing at r $$\ge$$ 0.992. **D** Connectivity of the genes expressed in oocytes and surrounding cumulus cells co-expressing at r $$\ge$$ 0.992. Only genes annotated with a symbol are depicted on panel **D**

Subsequently, it was of interest to investigate if co-expressing genes would have a pattern of gene expression that is unique to the oocyte and surrounding cumulus cells. To that end, we tested if a set of co-expressed genes would produce an equivalent cluster of oocytes and cumulus cells, independently. 

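In BCB positive complexes 146 pairs of 97 oocyte genes and 133 cumulus genes were at or above 0.992. The 36 distances between the 9 complexes over these oocyte genes were correlated with those over these cumulus genes at 0.966 (jackknife standard error 0.023 over complexes). Genes chosen for correlating across the same complexes give matching distances, so the choice was repeated in random pairings. With the 146 highest pairs taken in each pairing, 8 of 100 pairings matched as closely, the real one included, and the random pairings had a median of 0.812. After scaling to the library total the correlation of distances was 0.856, over 29 pairs, and 8 of 100 pairings matched as closely. The paper made this comparison to learn whether co-expressed genes have a pattern particular to an oocyte and its own cumulus cells.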

Most notably, in cumulus-oocyte complexes that were positive for BCB staining, we identified a subset of 75 and 108 genes that formed 118 co-expressing pairs (r $$\ge$$ 0.992) that produced independent clusters that nearly mirrored each other (seven out of nine pairs, Fig. 4C). 

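H2AC4 had 14 connections at or above 0.992 in oocytes and CDK10 had 10. RHBDF1 had 4, NIPSNAP3A, CIZ1, NR2F1, H3C13 and H2AC7 had 3 each, and ACE had 2.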

Most genes were co-expressed with one gene, with exception of *ACE*, *CDK10*, *CIZ1*, *H2AC4*, *H3C13*, *NIPSNAP3A,* and *RHBDF1* expressed in oocytes and with multiple connections with genes in cumulus cells. In cumulus cells, the gene *CPEB4* had multiple connections with genes expressed in oocytes (Fig. 4D).

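CPEB4 (ENSBTAG00000009995) had 6 connections in cumulus cells, DUSP14 had 4 and TIMP2 had 3. At the lower threshold of 0.99 DUSP14 had 8 connections and CPEB4 had 7.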

We tested this subset of 75 and 108 genes for enrichment of biological processes. 

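Of the oocyte genes DCAF6, ETV4, NFYA, NR2F1, PURA, SIRT6, ZBTB7A, ZFPM1 and ZNF75D, all but DCAF6 and SIRT6 entered at least 1 pair at or above 0.992, with 3 pairs for NR2F1 and 2 each for ZBTB7A and ZNF75D. DCAF6 and SIRT6 entered 1 pair each above 0.99. None of these genes entered a pair above 0.99 after scaling to the library total.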

There was no significant enrichment for the 75 genes expressed in oocytes; however, it was notable that nine genes were annotated with categories related to the regulation of transcription (*DCAF6*, *ETV4*, *NFYA*, *NR2F1*, *PURA*, *SIRT6*, *ZBTB7A*, *ZFPM1*, *ZNF75D*, Supplementary Table S12). Among the genes expressed in cumulus cells, the biological processes ‘exocytosis’ (*LIN7A*, *RAB11A*, *STX17*, *SYT4*, *WASHC3*) and ‘cell projection organization' (*ATP6V1D*, *BBS4*, *RSPH9*, *TTC30A*) were significantly enriched (FWER < 0.05, Supplementary Table S13). 

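RAB11A, STX17, ATP6V1D, BBS4 and RSPH9 each entered 1 pair at or above 0.992. LIN7A, SYT4 and TTC30A entered 1 pair each above 0.99 but 0 at or above 0.992, and WASHC3 entered 0 pairs at either threshold.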

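In cumulus cells BCL11A, DPF2, HOXC5, KAT7, MAGED2, MEN1, NRIP1, PHF1, PKNOX1, SBNO2, SQSTM1, ZBTB5 and ZNF524 each entered 1 pair at or above 0.992. KLF11 and MEPCE entered 1 pair each above 0.99 and 0 at or above 0.992.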

Fifteen genes were associated with categories related to regulation of transcription (*BCL11A*, *DPF2*, *HOXC5*, *KAT7*, *KLF11*, *MAGED2*, *MEN1*, *MEPCE*, *NRIP1*, *PHF1*, *PKNOX1*, *SBNO2*, *SQSTM1*, *ZBTB5*, *ZNF524*).

## Discussion

Folliculogenesis involves a dynamic interaction between the oocyte and surrounding somatic cells [58, 59], which includes the exchange of paracrine signals [60, 61], transfer of metabolites [62], and possibly RNAs [63, 64] from cumulus cells to oocytes. Accounting for the fact that only cumulus-oocyte complexes of equivalent morphological quality (classes 1 and 2 based on the criteria presented in reference [65]) were analyzed here, the main findings of this study were: (i) BCB positive oocytes have fewer mtDNA copies relative to BCB negative oocytes; (ii) BCB positive and BCB negative oocytes have equivalent transcript abundance, but the transcriptome profile of surrounding cumulus cells differs; (iii) there is a pattern of co-expression between BCB positive oocytes and the surrounding cells that is unique to each cumulus-oocyte complex. The data corroborates our hypothesis raised previously [57] that the interaction between the oocyte and surrounding cumulus cells involves correlated transcript abundance between both compartments. We interpret that this co-expression is a result of coordinated gene regulatory networks between the oocyte and surrounding cumulus cells.

This study has some limitations. First, because we collected cumulus-oocyte complexes from ex vivo ovaries, our samples are not controlled for the stage of the follicle in the context of the follicular wave. Hence, we did not control for the impact that different stages of folliculogenesis have on the transcriptome profile of granulosa cells [66]. Second, we have a relatively limited sample size for our sequencing analysis. We produced transcriptome profile of 9 and 10 cumulus-oocyte complexes that were classified as BCB positive and BCB negative, respectively. Even though working with single oocytes allows us to capture the heterogeneity in a pool of growing antral follicles, otherwise not captured when samples are pooled [67], our sample size did not capture all of this heterogeneity. Lastly, we must point out that the classification of oocytes based on BCB staining separates oocytes based on a two-fold difference in their potential to produce a blastocyst (18% versus 9%). This separation limits the degree to which we can detect biologically relevant differences in transcript abundance above the noise. Nonetheless, our carefully designed experiment, robust procedures and thorough analytical approaches allowed us to obtain critical biological insights of the cumulus-oocyte interaction.

Our selection of COCs based on BCB staining confirmed previous findings [12, 16, 19, 23–25] that oocytes capable of degrading the BCB dye produced fewer blastocysts compared to the oocytes that cannot break down BCB, and thus remain blue. This result confirmed that our selection was effective in identifying oocytes with different levels of cytoplasmic maturation and developmental competence.

Mitochondria function [68, 69] and quantity [70] is critical for oocyte developmental potential. The abundance of active mitochondria in oocytes has been measured by fluorescence microscopy [15, 19] in BCB stained oocytes. Here, we quantified mtDNA in single oocytes as a proxy of the number of mitochondria in each oocyte. Our result that BCB negative oocytes have 1.36-fold more mtDNA compared to the BCB positive oocytes is aligned with the findings from Torner and colleagues [19]. We note, however, that these results are contradictory to the idea that the number of mitochondria in oocytes is either stable or increasing in oocytes throughout the folliculogenesis [71, 72] and that the greater the mtDNA copy number in oocytes, the greater their developmental competence [73].

We also interrogated the transcriptome of individual oocytes and cumulus cells. The profiling of these two compartments composing one biological unit (cumulus-oocyte complex) provides critical insight into the interaction between oocytes and surrounding cumulus cells [57]. Most notably, we identified genes expressed in cumulus cells that respond to estradiol stimulus, some of which are also associated with regulation of gene expression, with a high degree of co-expression with genes expressed in oocytes. This is one possible mechanism by which estradiol levels in the follicle can influence oocyte growth and maturation [74].

We also interrogated the differential transcript abundance in oocytes and cumulus cells based on BCB staining outcome. There was no differential transcript abundance between BCB positive and negative oocytes. Our result is consistent with the observation that transcription is quiescent in oocytes enclosed in late tertiary antral follicles [75]. However, this result is contradictory to two previous studies [19, 20]. Torner et al. [19] identified 185 genes with differential transcript abundance between BCB positive and negative bovine oocytes. Liu et al. [20] identified 155 genes with differential transcript abundance between BCB positive and negative porcine oocytes. We note that the first study [19] used pools of bovine oocytes and microarray hybridization on a chip containing approximately 2000 probes, whereas the second study [20] used single oocyte RNA sequencing, but did not adjust the nominal P-values for multiple hypothesis testing. It is also possible that we are using stringent criteria that will not infer significance in potential foreground signals; however, visual inspection of the data confirms the lack of differential transcript abundance. Lastly, it is also possible that our limited sample size combined with the limited separation of blastocyst yield between the two groups (18% vs 9%) did not provide sufficient power to detect signals of differential transcript abundance.

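The difference between the compartments was tested in its own fit over all 38 libraries, as the interaction of compartment and BCB class in edgeR's quasi-likelihood test. Of the 10281 genes that passed the CPM filter in both compartments, 54 had an FDR under 0.01, with the BCB difference lower in cumulus cells than in oocytes in 52 and higher in 2. All 13 protein-coding genes of mitochondrial DNA were among the 54. Of the 47 genes called in cumulus cells that could be tested, 33 were among them. With the complex as a replicate block, so that each oocyte is set against its own cumulus cells, 2 genes had an FDR under 0.01, and 1178 had an unadjusted p under 0.05. With library totals alone, the alternative that moved the number most, 666 genes passed, 46 lower in cumulus cells and 620 higher, the opposite balance. Deviations from the BCB group means correlated on average at 0.0731 between the oocyte and the cumulus cells of the same complex. Between different complexes they correlated at -0.00408 (one-sided permutation p = 3e-05). Complexes were permuted across the runs of complex numbers, so a run shared by both libraries could give this excess. Cumulus RNA in the oocyte libraries was not set aside either.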

Different from our result in oocytes, we detected 172 genes with differential transcript abundance in cumulus cells based on the classification of oocytes for BCB staining. Only one of the genes inferred with differential transcript abundance in cumulus cells in this study has been associated with oocyte quality. Assidi and colleagues [76] detected greater transcript abundance of the gene Ring Finger Protein 121 (*RFP121*) in cumulus cells of developmentally competent oocytes. 

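RNF121 (ENSBTAG00000014167) was at 27.5 ± 3.58 CPM (SD, n = 9) in BCB positive and 18.5 ± 5.05 CPM (SD, n = 10) in BCB negative cumulus cells. The log2 fold change was 0.61 (standard error 0.16, FDR 0.0353 in edgeR's quasi-likelihood test), a fold of 1.52. The log2 fold change ran from 0.39 to 1.09 under the alternatives. All 9 BCB positive libraries were above the median of the BCB negative libraries.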

The gene *RFP121* had 1.8-fold more transcripts in cumulus cells associated with BCB positive oocytes, compared to those associated with BCB negative oocytes. These observations indicate that although BCB positive oocytes are twice as likely to develop into a blastocyst relative to BCB negative oocytes (see odds ratio, Table 2), the BCB separation may not be sufficient to detect putative biomarkers of oocyte quality by transcriptome analysis.

Gene ontology analysis of the 172 genes with differential transcript abundance in cumulus cells based on the classification of oocytes from BCB staining revealed important genes associated with the progress of maturation of oocytes. For instance, several biological processes enriched among the 122 genes with greater abundance in cumulus cells surrounding BCB negative oocytes are recognizably important for the progress of folliculogenesis. Some examples are the ‘negative regulation of BMP signaling pathway’, which was composed of genes that probably function to balance the effects of GDF9 and BMP15 secretion from the oocyte [77–80], ‘cell differentiation’, that is a critical part of the differentiation from granulosa cells [77], ‘ATP synthesis coupled electron transport’, which is a very important function of the cumulus cell since part of the ATP produced in cumulus cells enters the oocyte serving as a source of energy [81] and regulation of redox status in oocytes [82]. By contrast, the enrichment of the biological process ‘transmembrane transport’ among the 50 genes with greater abundance in cumulus cells obtained from BCB positive oocytes highlights the importance of the transport of micro and macro molecules between oocyte and surrounding cumulus cells [58], more specifically when the oocyte is fully grown.

The identification of co-expressing genes indicates the presence of functional links between genes [83], and our results presented in this study and a previously published study [57] confirm that oocytes and cumulus cells have coordinated gene regulatory networks. Our analysis of differential co-expression based on the oocyte growth phase (BCB negative versus BCB positive) showed that these regulatory networks are dynamic and change during the last steps of oocyte maturation within an antral follicle. Most notably, there is strong evidence that fully grown oocytes and the surrounding cells have tight regulation of gene transcription to the extent that the transcript abundance for several genes in both compartments (oocyte and cumulus cells) is specific to the unit (cumulus-oocyte complex).

There is also evidence that this co-expression is relevant to oocyte maturation. For instance, the enrichment of genes expressed in cumulus cells associated with ‘cell projection organization’ indicates that the oocyte may exert control of the genes responsible for the formation of the transzonal projections [63, 64]. Our results indicate that this tight gene regulatory network in fully grown oocytes and their surrounding cells is essential to the function of the cumulus-oocyte complex.

## Conclusions

Our results of the abundance of mtDNA in single oocytes are aligned with a previous report [19] that BCB positive oocytes have, on average, fewer mitochondria compared with BCB negative oocytes. Our results also show that BCB positive oocytes have a similar transcript pattern when compared to BCB negative oocytes if they are from middle to late tertiary follicles, but there is significant variation in the transcript abundance of several genes in the cumulus cells. In non-dominant antral follicles, the gene regulatory networks between oocytes and cumulus cells indicate regulation of gene transcript abundance that is unique to each of the cumulus-oocyte complexes. Those gene regulatory networks are likely essential for the oocyte’s health, and one can expect that their variation is connected to an oocyte’s developmental potential.

## Supplementary Information

**Additional file 1:** **Supplementary code.** Additional file containing the code used for data processing and analysis.

**Additional file 2:** **Supplementary figures.** Additional file containing supporting figures

**Additional file 3:** **Supplementary table S1.** Analysis of variance for the mtDNA copy number in oocytes separated by briliant cresyl blue

**Additional file 4:** **Supplementary table S2.** Linear hypothesis testing for the least square means for the mtDNA copy number in oocytes separated by briliant cresyl blue.

**Additional file 5:** **Supplementary table S3.** Significant co-expression (absolute *r*>0.85) between oocyte and cumulus cells.

**Additional file 6:** **Supplementary table S4.** Gene ontology enrichment analysis of genes expressed in cumulus cells and correlated with oocytes.

**Additional file 7:** **Supplementary table S5.** Gene ontology enrichment analysis of genes expressed in oocytes cells and correlated with cumulus cells.

**Additional file 8:** **Supplementary table S6.** Analysis of differential transcript abundance in oocytes classified by brilliant cresyl blue.

**Additional file 9:** **Supplementary table S7.** Analysis of differential transcript abundance in cumulus cells surrounding oocytes classified by brilliant cresyl blue.

**Additional file 10:** **Supplementary table S8.** Gene ontology enrichment analysis of genes with greater transcript abundance in cumulus cells surrounding BCB negative oocytes.

**Additional file 11:** **Supplementary table S9.** Gene ontology enrichment analysis of genes with lower transcript abundance in cumulus cells surrounding BCB negative oocytes.

**Additional file 12:** **Supplementary table S10.** Gene co-expression between BCB positive oocytes and cumulus cells.

**Additional file 13:** **Supplementary table S11.** Gene co-expression between BCB negative oocytes and cumulus cells.

**Additional file 14:** **Supplementary table S12.** Gene ontology enrichment analysis of genes expressed in BCB positive oocytes correlated with cumulus cells.

**Additional file 15:** **Supplementary table S13.** Gene ontology enrichment analysis of genes expressed in cumulus cells surrounding BCB positive oocytes.

## Data Availability

The datasets generated during the current study are available in the Gene Expression Omnibus repository [26], accession GSE199210. The codes used for all analytical procedures and processed data were deposited in the figshare repository [27], can be accessed at https://biase-lab.github.io/oocyte_cumulus_BCB/index.html, and are presented as Additional file.

## Abbreviations

BSA: Bovine serum albumin
BCB: Brilliant cresyl blue
CO_2_: Carbonic gas
NADP^+^: Co-enzyme nicotinamide adenine dinucleotide phosphate
CC: cumulus cells
CPM: counts per million
COC: Cumulus oocyte complex
°C: Degree Celsius
dNTPs: Diphosphate nucleotides
EGTA: Egtazic acid
eFDR: Empirical False Discovery Rate
FDR: False discovery rate
FBS: Fetal bovine serum
G6PDH: Glucose-6-Phosphate Dehydrogenase
H^+^: Hydrogen ion
IVM: In vitro maturation
IU: International Units
µg: Microgram
µl: Microliter
µM: Micromolar
mg: Miligram
ml: Mililiter
mM: Millimolar
mtDNA: Mitochondrial DNA
N_2_: Nitrogen
O_2_: Oxygen
PBS: Phosphate buffered saline
PEG: Polyethylene glycol
P: Probability
NaCl: Sodium chloride
SE: Standard error
SOF: Synthetic oviduct fluid
TCM: Tissue culture medium
TPM: Transcript per million
TMM: Trimmed mean of M values

# Supplementary material for: Tight gene co-expression in BCB positive cattle oocytes and their surrounding cumulus cells
**Source:** Reprod Biol Endocrinol. 2022 Aug 13;20:119. doi: 10.1186/s12958-022-00994-3
**Supplement:** Supplementary file 1 — Additional file 1: Supplementary code. Additional file containing the code used for data processing and analysis.

Supplementary code to Tight gene co-expression in BCB positive oocytes and their surrounding cumulus cells.

# Supplementary code to Tight gene co-expression in BCB positive oocytes and their surrounding cumulus cells.

#### Bailey N. Walker, Jada Nix, Chace Wilson, Mackenzie A. Marrella, Savannah L. Speckhart, Lydia Wooldridge, Con-Ning Yen, Jocelyn S. Bodmer, Laila T. Kirkpatrick, Sarah E.D. Moorey, David E. Gerrard, Alan Ealy, Fernando H. Biase

#### 2022-06-05

**Abstract**: Cytoplasmic and nuclear maturation of
oocytes, as well as interaction with the surrounding cumulus cells, are
important features relevant to the acquisition of developmental
competence. Brilliant cresyl blue (BCB) was utilized to distinguish
oocytes with low activity of the enzyme Glucose-6-Phosphate
Dehydrogenase, and thus separated fully grown (BCB positive) oocytes
from those in the growing phase (BCB negative). The BCB positive oocytes
were twice as likely to produce a blastocyst in vitro compared to BCB-
oocytes (P<0.01). We analyzed mitochondrial DNA (mtDNA) copy number
in single oocytes and determined that BCB negative oocytes have 1.3-fold
more copies than BCB positive oocytes (P=0.004). We also investigated
the transcriptome of oocytes and surrounding cumulus cells of BCB
positive versus BCB negative oocytes. There was no differential
transcript abundance of genes expressed in oocytes, however, 172 genes
were identified in cumulus cells with differential transcript abundance
(FDR<0.05) based on the BCB staining of their oocyte. Co-expression
analysis between oocytes and their surrounding cumulus cells revealed a
subset of genes whose co-expression in BCB positive oocytes (n=75) and
their surrounding cumulus cells (n=108) compose a unique profile of the
cumulus-oocyte complex. If oocytes transition from BCB negative to BCB
positive, there is a greater likelihood of producing a blastocyst, and a
reduction of mtDNA copies, but there is no systematic variation of
transcript abundance. Cumulus cells present changes in transcript
abundance, which reflects in a dynamic co-expression between the oocyte
and cumulus cells.

## Overview

Code produced by Fernando Biase. I created this file to permit
reproducibility of the findings described in the paper. Please direct
questions to Fernando Biase: ***fbiase*** at
***vt.edu***

Updated information may be obtained at www.biaselaboatory.com

The raw data is deposited on GEO repository under the following
access GSE199210.
For the reproduction of this code please download the .RData file
containing all the objects corresponding to the data used in this work:
2022\_03\_20\_oocyte\_cumulus\_BCB.RData

## Code

Use the tab below to navigate the different segments
of our code.

### Import files for reproducibility

```
library('biomaRt', lib.loc="/usr/lib/R/site-library")
cow<-useMart("ensembl", dataset = "btaurus_gene_ensembl", host="www.ensembl.org") 
annotation.ensembl.symbol<-getBM(attributes = c('ensembl_gene_id','external_gene_name','description','hgnc_symbol','gene_biotype','transcript_length','chromosome_name','start_position','end_position','strand'),  values = "*", mart = cow)

annotation.ensembl.symbol<-annotation.ensembl.symbol[order(annotation.ensembl.symbol$ensembl_gene_id, -annotation.ensembl.symbol$transcript_length),]
annotation.ensembl.symbol<-annotation.ensembl.symbol[!duplicated(annotation.ensembl.symbol$ensembl_gene_id),]
gene.length<-annotation.ensembl.symbol[,c( "ensembl_gene_id", "transcript_length" )]
annotation.GO.biomart<-getBM(attributes = c('ensembl_gene_id', 'external_gene_name','go_id','name_1006','namespace_1003'),  values = "*", mart = cow)

write.table(annotation.ensembl.symbol,file="/mnt/storage/lab_folder/shared_R_codes/fernando/BCB_oocyte_cumulus/resources/2021_12_31_annotation.ensembl.symbol.txt", sep = "\t",append = FALSE, quote = FALSE)
system('bzip2 --best /mnt/storage/lab_folder/shared_R_codes/fernando/BCB_oocyte_cumulus/resources/2021_12_31_annotation.ensembl.symbol.txt')

write.table(gene.length,file="/mnt/storage/lab_folder/shared_R_codes/fernando/BCB_oocyte_cumulus/resources/2021_12_31_gene.length.txt", sep = "\t",append = FALSE, quote = FALSE)
system('bzip2 --best /mnt/storage/lab_folder/shared_R_codes/fernando/BCB_oocyte_cumulus/resources/2021_12_31_gene.length.txt')

write.table(annotation.GO.biomart,file="/mnt/storage/lab_folder/shared_R_codes/fernando/BCB_oocyte_cumulus/resources/2021_12_31_annotation.GO.biomart.txt", sep = "\t",append = FALSE, quote = FALSE)
system('bzip2 --best /mnt/storage/lab_folder/shared_R_codes/fernando/BCB_oocyte_cumulus/resources/2021_12_31_annotation.GO.biomart.txt')
```

```
annotation.ensembl.symbol<-read.delim("/mnt/storage/lab_folder/shared_R_codes/fernando/BCB_oocyte_cumulus/resources/2021_12_31_annotation.ensembl.symbol.txt.bz2", header=TRUE, sep= "\t",row.names=1, stringsAsFactors = FALSE)
gene.length<-read.delim("/mnt/storage/lab_folder/shared_R_codes/fernando/BCB_oocyte_cumulus/resources/2021_12_31_gene.length.txt.bz2", header=TRUE, sep= "\t",row.names=1, stringsAsFactors = FALSE)
annotation.GO.biomart<-read.delim("/mnt/storage/lab_folder/shared_R_codes/fernando/BCB_oocyte_cumulus/resources/2021_12_31_annotation.GO.biomart.txt.bz2", header=TRUE, sep= "\t",row.names=1, stringsAsFactors = FALSE)

oocyte_count_data<-read.delim("/mnt/storage/lab_folder/shared_R_codes/fernando/BCB_oocyte_cumulus/results/2022_03_19_oocyte_count.txt.bz2", header = TRUE, row.names=1, sep = "\t")
cumulus_count_data<-read.delim("/mnt/storage/lab_folder/shared_R_codes/fernando/BCB_oocyte_cumulus/results/2022_03_19_cumulus_count.txt.bz2", header = TRUE, row.names=1, sep = "\t")

mtDNA_data<-readxl::read_excel("/mnt/storage/lab_folder/shared_R_codes/fernando/BCB_oocyte_cumulus/resources/ALL_mtDNA_Data_Complied_forR.xlsx")

source("/mnt/storage/lab_folder/shared_R_codes/fernando/BCB_oocyte_cumulus/resources/functions_plot_tanglegram.R")

save.image(file = "/mnt/storage/lab_folder/shared_R_codes/fernando/BCB_oocyte_cumulus/resources/2022_03_20_oocyte_cumulus_BCB.RData",compress= "bzip2", safe=TRUE)
```

Load the data and resources needed for reproducibility.

```
load(file = "/mnt/storage/lab_folder/shared_R_codes/fernando/BCB_oocyte_cumulus/resources/2022_03_20_oocyte_cumulus_BCB.RData")
```

### Analysis of blastocyst yield

```
.libPaths("/usr/lib/R/site-library")

library("tidyverse", quietly = TRUE, lib.loc="/usr/lib/R/site-library")
library("multcomp", quietly = TRUE, lib.loc="/usr/lib/R/site-library")
library("aod", quietly = TRUE, lib.loc="/usr/lib/R/site-library")
library("car", quietly = TRUE, lib.loc="/usr/lib/R/site-library")
library("emmeans", quietly = TRUE, lib.loc="/usr/lib/R/site-library")
library("lmtest", quietly = TRUE, lib.loc="/usr/lib/R/site-library")
```

Import the data of blastocyst development.

```
Input = ("
Replicate   Group   B   NB
1 BCB+ 11 59
1   BCB- 12 79
2   BCB+ 7  28
2   BCB-    3   18
2   C   10 65
3   BCB+ 16 49
3   BCB- 16 136
3   C 10 36
4 BCB+ 20 112
4 BCB- 6 125
")

Data = read.table(textConnection(Input),header=TRUE)
Data$Replicate<-as.factor(Data$Replicate)
Data$Group<-as.factor(Data$Group)
```

#### Blastocyst yield from COCs separated based on BCB staining

##### Table 1

Logistic regression to test the effect of BCB staining on blastocyst
yield, followed by the Wald test of significance.

```
model.log<-glm(cbind(B,NB) ~ Group + Replicate, family = binomial(link = "logit"), data = Data)
Anova(model.log,     type="III",      test.statistic="Wald")
```

```
## Analysis of Deviance Table (Type III tests)
## 
## Response: cbind(B, NB)
##             Df   Chisq Pr(>Chisq)    
## (Intercept)  1 69.8847  < 2.2e-16 ***
## Group        2 12.9639   0.001531 ** 
## Replicate    3  6.2416   0.100430    
## ---
## Signif. codes:  0 '***' 0.001 '**' 0.01 '*' 0.05 '.' 0.1 ' ' 1
```

Likelyhood test of the effect of BCB staining on blastocyst
yield.

```
full.model.log<-glm(cbind(B,NB) ~  Replicate + Group, family = binomial(link = "logit"), data = Data)
reduced.model.log<-glm(cbind(B,NB) ~  Replicate, family = binomial(link = "logit"), data = Data)
lrtest(full.model.log,reduced.model.log)
```

```
## Likelihood ratio test
## 
## Model 1: cbind(B, NB) ~ Replicate + Group
## Model 2: cbind(B, NB) ~ Replicate
##   #Df  LogLik Df  Chisq Pr(>Chisq)   
## 1   6 -22.015                        
## 2   4 -28.711 -2 13.394   0.001235 **
## ---
## Signif. codes:  0 '***' 0.001 '**' 0.01 '*' 0.05 '.' 0.1 ' ' 1
```

##### Table 2

Tukey test for multiple comparison of means, and the odds ratio.

```
summary(glht(model.log, linfct = mcp(Group = "Tukey")))
```

```
## 
##   Simultaneous Tests for General Linear Hypotheses
## 
## Multiple Comparisons of Means: Tukey Contrasts
## 
## 
## Fit: glm(formula = cbind(B, NB) ~ Group + Replicate, family = binomial(link = "logit"), 
##     data = Data)
## 
## Linear Hypotheses:
##                  Estimate Std. Error z value Pr(>|z|)    
## BCB+ - BCB- == 0   0.8432     0.2347   3.593  0.00083 ***
## C - BCB- == 0      0.5530     0.3471   1.593  0.24347    
## C - BCB+ == 0     -0.2903     0.3365  -0.863  0.65921    
## ---
## Signif. codes:  0 '***' 0.001 '**' 0.01 '*' 0.05 '.' 0.1 ' ' 1
## (Adjusted p values reported -- single-step method)
```

```
emmeans(model.log, ~Group, type='response') %>% multcomp::cld(Letters=letters)
```

```
##  Group   prob     SE  df asymp.LCL asymp.UCL .group
##  BCB-  0.0908 0.0153 Inf    0.0649     0.126  a    
##  C     0.1479 0.0353 Inf    0.0911     0.231  ab   
##  BCB+  0.1883 0.0240 Inf    0.1457     0.240   b   
## 
## Results are averaged over the levels of: Replicate 
## Confidence level used: 0.95 
## Intervals are back-transformed from the logit scale 
## P value adjustment: tukey method for comparing a family of 3 estimates 
## Tests are performed on the log odds ratio scale 
## significance level used: alpha = 0.05 
## NOTE: Compact letter displays can be misleading
##       because they show NON-findings rather than findings.
##       Consider using 'pairs()', 'pwpp()', or 'pwpm()' instead.
```

```
emmeans(model.log, pairwise ~ Group, type='response')
```

```
## $emmeans
##  Group   prob     SE  df asymp.LCL asymp.UCL
##  BCB-  0.0908 0.0153 Inf    0.0649     0.126
##  BCB+  0.1883 0.0240 Inf    0.1457     0.240
##  C     0.1479 0.0353 Inf    0.0911     0.231
## 
## Results are averaged over the levels of: Replicate 
## Confidence level used: 0.95 
## Intervals are back-transformed from the logit scale 
## 
## $contrasts
##  contrast        odds.ratio    SE  df null z.ratio p.value
##  (BCB-) / (BCB+)      0.430 0.101 Inf    1  -3.593  0.0010
##  (BCB-) / C           0.575 0.200 Inf    1  -1.593  0.2485
##  (BCB+) / C           1.337 0.450 Inf    1   0.863  0.6640
## 
## Results are averaged over the levels of: Replicate 
## P value adjustment: tukey method for comparing a family of 3 estimates 
## Tests are performed on the log odds ratio scale
```

### Analysis of mtDNA copy

#### Mitochondrial DNA abundance in single oocytes classified by BCB staining

Analyze the mtDNA data produced by real-time quantitative polymerase
chain reaction.

```
mtDNA_data$Plate<-as.factor(mtDNA_data$Plate)
mtDNA_data$Group<-as.factor(mtDNA_data$Group)
```

##### Supplemental table 1

Analyze the variance of the mtDNA counts obtained by real-time
quantitative polymerase chain reaction.

```
mtDNAmodel<-lm(Copy_number ~   Plate + Group ,contrasts=list(Plate='contr.sum', Group ='contr.sum'), data = mtDNA_data)
summary(mtDNAmodel)
```

```
## 
## Call:
## lm(formula = Copy_number ~ Plate + Group, data = mtDNA_data, 
##     contrasts = list(Plate = "contr.sum", Group = "contr.sum"))
## 
## Residuals:
##      Min       1Q   Median       3Q      Max 
## -1602259  -520845   -79130   321959  2168324 
## 
## Coefficients:
##             Estimate Std. Error t value Pr(>|t|)    
## (Intercept)  1699487      85792  19.809  < 2e-16 ***
## Plate1       -201216     122398  -1.644  0.10401    
## Plate2        -31977     120206  -0.266  0.79089    
## Group1        258963      88428   2.929  0.00441 ** 
## ---
## Signif. codes:  0 '***' 0.001 '**' 0.01 '*' 0.05 '.' 0.1 ' ' 1
## 
## Residual standard error: 793500 on 82 degrees of freedom
## Multiple R-squared:  0.1123, Adjusted R-squared:  0.0798 
## F-statistic: 3.457 on 3 and 82 DF,  p-value: 0.02012
```

```
car::Anova(mtDNAmodel,type='III')
```

```
## Anova Table (Type III tests)
## 
## Response: Copy_number
##                 Sum Sq Df  F value    Pr(>F)    
## (Intercept) 2.4708e+14  1 392.4159 < 2.2e-16 ***
## Plate       2.5142e+12  2   1.9965  0.142352    
## Group       5.4000e+12  1   8.5763  0.004408 ** 
## Residuals   5.1631e+13 82                       
## ---
## Signif. codes:  0 '***' 0.001 '**' 0.01 '*' 0.05 '.' 0.1 ' ' 1
```

##### Supplemental table 2

Post hoc Tukey test for comparison of means.

```
summary(glht(mtDNAmodel, linfct = mcp(Group = "Tukey")))
```

```
## 
##   Simultaneous Tests for General Linear Hypotheses
## 
## Multiple Comparisons of Means: Tukey Contrasts
## 
## 
## Fit: lm(formula = Copy_number ~ Plate + Group, data = mtDNA_data, 
##     contrasts = list(Plate = "contr.sum", Group = "contr.sum"))
## 
## Linear Hypotheses:
##                          Estimate Std. Error t value Pr(>|t|)   
## Positive - Negative == 0  -517926     176855  -2.929  0.00441 **
## ---
## Signif. codes:  0 '***' 0.001 '**' 0.01 '*' 0.05 '.' 0.1 ' ' 1
## (Adjusted p values reported -- single-step method)
```

```
emmeans(mtDNAmodel, pairwise ~ Group, type='response')
```

```
## $emmeans
##  Group     emmean     SE df lower.CL upper.CL
##  Negative 1958450 126717 82  1706370  2210529
##  Positive 1440524 119592 82  1202618  1678429
## 
## Results are averaged over the levels of: Plate 
## Confidence level used: 0.95 
## 
## $contrasts
##  contrast            estimate     SE df t.ratio p.value
##  Negative - Positive   517926 176855 82   2.929  0.0044
## 
## Results are averaged over the levels of: Plate
```

```
emmeans(mtDNAmodel, ~Group, type='response') %>% multcomp::cld(Letters=letters)
```

```
##  Group     emmean     SE df lower.CL upper.CL .group
##  Positive 1440524 119592 82  1202618  1678429  a    
##  Negative 1958450 126717 82  1706370  2210529   b   
## 
## Results are averaged over the levels of: Plate 
## Confidence level used: 0.95 
## significance level used: alpha = 0.05 
## NOTE: Compact letter displays can be misleading
##       because they show NON-findings rather than findings.
##       Consider using 'pairs()', 'pwpp()', or 'pwpm()' instead.
```

##### Supplemental figure 1

```
ggplot(data=mtDNA_data, aes(x=Group, y=Copy_number))+
  geom_boxplot(color="blue",width=0.15, outlier.color = "red",outlier.shape = 4,outlier.size = 1.5)+
  geom_jitter( width=0.15)+
  scale_y_continuous(name="mtDNA copy number")+
  scale_x_discrete(name=NULL,labels=c("Negative"="BCB negative", "Positive"="BCB positive"))+
  ggsignif::geom_signif(annotations = c("0.0044 "), y_position=4500000, xmin = c(1),xmax=c(2),tip_length = 0.01, textsize=4)+
  theme_classic()+
  theme(
    axis.title = element_text(size=12, color="black"),
    axis.text = element_text(size=12, color="black")
  )
```

Supplemental figure 1. Mitochondrial DNA copy number
quantified in single oocytes classified by brilliant cresyl blue
staining.

### Analysis RNA-seq data

```
.libPaths("/usr/lib/R/site-library")
library("edgeR", quietly = TRUE, lib.loc="/usr/lib/R/site-library")
library("DESeq2", quietly = TRUE, lib.loc="/usr/lib/R/site-library")
library("DEsingle", quietly = TRUE, lib.loc="/usr/lib/R/site-library")
library("biomaRt",quietly = TRUE, lib.loc="/usr/lib/R/site-library")
library("goseq" ,quietly = TRUE, lib.loc="/usr/lib/R/site-library")
library("VennDiagram", quietly = TRUE, lib.loc="/usr/lib/R/site-library")
library("ggpubr", quietly = TRUE, lib.loc="/usr/lib/R/site-library")
library("Rtsne", quietly = TRUE,lib.loc="/usr/lib/R/site-library")
library("MEGENA",quietly = TRUE, lib.loc="/usr/lib/R/site-library")
library("DGCA", quietly = TRUE, lib.loc="/usr/lib/R/site-library")
library('dplyr', quietly = TRUE,lib.loc="/usr/lib/R/site-library")
library("ggplot2", quietly = TRUE, lib.loc="/usr/lib/R/site-library")
library("ggrepel", quietly = TRUE, lib.loc="/usr/lib/R/site-library")
library("gridExtra",quietly = TRUE , lib.loc="/usr/lib/R/site-library")
library("readr" , quietly = TRUE, lib.loc="/usr/lib/R/site-library")
library("ggfortify" , quietly = TRUE, lib.loc="/usr/lib/R/site-library")
library("cowplot" , quietly = TRUE, lib.loc="/usr/lib/R/site-library")
library("tidyverse", quietly = TRUE, lib.loc="/usr/lib/R/site-library")
library("WGCNA", quietly = TRUE, lib.loc="/usr/lib/R/site-library")
library("reshape2", quietly = TRUE, lib.loc="/usr/lib/R/site-library")
library("foreach", quietly = TRUE, lib.loc="/usr/lib/R/site-library")
library("doParallel", quietly = TRUE, lib.loc="/usr/lib/R/site-library")
library("bigmemory", quietly = TRUE, lib.loc="/usr/lib/R/site-library")
library("gtools", quietly = TRUE, lib.loc="/usr/lib/R/site-library")
library("data.table", quietly = TRUE, lib.loc="/usr/lib/R/site-library")
library("flashClust", quietly = TRUE, lib.loc="/usr/lib/R/site-library")
library("dendextend", quietly = TRUE, lib.loc="/usr/lib/R/site-library")
library('vegan', quietly = TRUE, lib.loc="/usr/lib/R/site-library")
library("ade4", quietly = TRUE, lib.loc="/usr/lib/R/site-library")
library("gridGraphics", quietly = TRUE, lib.loc="/usr/lib/R/site-library")
library("networkD3", quietly = TRUE, lib.loc="/usr/lib/R/site-library")
```

```
annotation.ensembl.symbol<-annotation.ensembl.symbol[annotation.ensembl.symbol$gene_biotype %in% c('protein_coding', 'lncRNA'),]

oocyte_count_data_annotated<-merge(oocyte_count_data,annotation.ensembl.symbol, by.x="row.names", by.y="ensembl_gene_id", all.x=FALSE, all.y=FALSE)
oocyte_gene_length<-oocyte_count_data_annotated$transcript_length
oocyte_count_data<-oocyte_count_data_annotated[,c(2:20)]
rownames(oocyte_count_data)<-oocyte_count_data_annotated$Row.names

cumulus_count_data_annotated<-merge(cumulus_count_data,annotation.ensembl.symbol, by.x="row.names", by.y="ensembl_gene_id", all.x=FALSE, all.y=FALSE)
cumulus_gene_length<-cumulus_count_data_annotated$transcript_length
cumulus_count_data<-cumulus_count_data_annotated[,c(2:20)]
rownames(cumulus_count_data)<-cumulus_count_data_annotated$Row.names
```

#### Transcriptome profiling of single oocytes and the corresponding cumulus cells

```
x <- oocyte_count_data / oocyte_gene_length
oocyte_tpm <- as.data.frame(t( t(x) * 1e6 / colSums(x) ))
oocyte_fpkm<-as.data.frame(edgeR::rpkm(oocyte_count_data, oocyte_gene_length))
oocyte_cpm<-as.data.frame(edgeR::cpm(oocyte_count_data))
oocyte_cpm_filtered<-oocyte_cpm[rowSums(oocyte_cpm>2) > 8,]
oocyte_tpm_filtered<-oocyte_fpkm[rowSums(oocyte_tpm>1) > 8,]

genes_expressed_oocyte<-intersect(rownames(oocyte_cpm_filtered), rownames(oocyte_tpm_filtered))
oocyte_tpm_filtered<-oocyte_tpm_filtered[rownames(oocyte_tpm_filtered) %in% genes_expressed_oocyte,]
oocyte_cpm_filtered<-oocyte_cpm_filtered[rownames(oocyte_cpm_filtered) %in% genes_expressed_oocyte,]
oocyte_count_filtered<-oocyte_count_data[rownames(oocyte_count_data) %in% genes_expressed_oocyte,]

oocyte_tpm_filtered<-oocyte_tpm_filtered[complete.cases(oocyte_tpm_filtered),]
oocyte_count_filtered<-oocyte_count_filtered[complete.cases(oocyte_count_filtered),]
#dim(oocyte_tpm_filtered)
#dim(oocyte_count_filtered)

x <- cumulus_count_data / cumulus_gene_length
cumulus_tpm <- as.data.frame(t( t(x) * 1e6 / colSums(x) ))
cumulus_fpkm<-as.data.frame(edgeR::rpkm(cumulus_count_data, cumulus_gene_length))
cumulus_cpm<-as.data.frame(edgeR::cpm(cumulus_count_data))
cumulus_cpm_filtered<-cumulus_cpm[rowSums(cumulus_cpm>2) > 8,]
cumulus_tpm_filtered<-cumulus_tpm[rowSums(cumulus_tpm>1) > 8,]

genes_expressed_cumulus<-intersect(rownames(cumulus_cpm_filtered), rownames(cumulus_tpm_filtered))
cumulus_tpm_filtered<-cumulus_tpm_filtered[rownames(cumulus_tpm_filtered) %in% genes_expressed_cumulus,]
cumulus_cpm_filtered<-cumulus_cpm_filtered[rownames(cumulus_cpm_filtered) %in% genes_expressed_cumulus,]
cumulus_count_filtered<-cumulus_count_data[rownames(cumulus_count_data) %in% genes_expressed_cumulus,]

cumulus_tpm_filtered<-cumulus_tpm_filtered[complete.cases(cumulus_tpm_filtered),]
cumulus_count_filtered<-cumulus_count_filtered[complete.cases(cumulus_count_filtered),]
#dim(cumulus_tpm_filtered)
#dim(cumulus_count_filtered)

oocyte_tpm_filtered_annotated<-merge(oocyte_tpm_filtered, annotation.ensembl.symbol, by.x="row.names", by.y="ensembl_gene_id", all.x=TRUE, all.y=FALSE)
#write_delim(oocyte_tpm_filtered_annotated, "/mnt/storage/lab_folder/shared_R_codes/fernando/BCB_oocyte_cumulus/results/2022_01_18_oocyte_tpm_filtered_annotated.txt", delim = "\t", quote =  "none")

cumulus_tpm_filtered_annotated<-merge(cumulus_tpm_filtered, annotation.ensembl.symbol, by.x="row.names", by.y="ensembl_gene_id", all.x=TRUE, all.y=FALSE)
#write_delim(cumulus_tpm_filtered_annotated, "/mnt/storage/lab_folder/shared_R_codes/fernando/BCB_oocyte_cumulus/results/2022_01_18_cumulus_tpm_filtered_annotated.txt", delim = "\t", quote =  "none")
```

```
gene_numbers_venn_diagram<-venn.diagram(
  list("oocyte"=rownames(oocyte_count_filtered), "cumulus cells"=rownames(cumulus_count_filtered)), cex=1,
  scaled= FALSE, filename = NULL, output=TRUE,
  col="transparent",
  fill=c("#56B4E9", "#E69F00"),
  cat.pos=c(-15,15),
  cat.cex=c(1,1))
#ggdraw(gene_numbers_venn_diagram)
```

```
oocyte_group<-factor(c("BCBpos","BCBpos","BCBneg","BCBpos","BCBneg","BCBneg","BCBneg","BCBpos","BCBpos","BCBpos","BCBpos","BCBpos","BCBpos","BCBneg","BCBneg","BCBneg","BCBneg","BCBneg","BCBneg"), levels=c("BCBneg","BCBpos"))

cumulus_group<-factor(c("BCBpos", "BCBpos", "BCBneg",   "BCBpos",       "BCBneg",   "BCBneg",   "BCBneg",   "BCBpos", "BCBpos", "BCBpos",   "BCBpos",   "BCBpos",   "BCBpos",   "BCBneg",   "BCBneg",   "BCBneg",   "BCBneg",   "BCBneg", "BCBneg"), levels=c( "BCBneg", "BCBpos"))

data_plot<-(cbind(data.frame(t(oocyte_tpm_filtered)), oocyte_group, names=colnames(oocyte_tpm_filtered)))
res.prcomp <-stats::prcomp(data_plot[,-c(dim(data_plot)[2]-1,dim(data_plot)[2])], scale. = TRUE)
pca_plot_oocyte<-ggplot2::autoplot(res.prcomp, data=data_plot, fill='oocyte_group', shape=21, size=2)+
scale_fill_manual(name=NULL,values=c( "white", "blue"))+
ggrepel::geom_text_repel(label=data_plot$names, size=2)+
ggtitle("oocytes")+
theme_bw()+
theme(
axis.text=element_text(size=12, color="black"),
axis.title=element_text(size=12, color="black"),
legend.position="none"
)

data_plot<-(cbind(data.frame(t(cumulus_tpm_filtered)), cumulus_group, names=colnames(cumulus_tpm_filtered)))
res.prcomp <-stats::prcomp(data_plot[,-c(dim(data_plot)[2]-1,dim(data_plot)[2])], scale. = TRUE)
pca_plot_cumulus<-ggplot2::autoplot(res.prcomp, data=data_plot, fill='cumulus_group', shape=21, size=2)+
scale_fill_manual(name=NULL,values=c( "white", "blue"))+
ggrepel::geom_text_repel(label=data_plot$names, size=2)+
ggtitle("cumulus cells")+
theme_bw()+
theme(
axis.text=element_text(size=12, color="black"),
axis.title=element_text(size=12, color="black"),
legend.direction="horizontal"
)

legend<-ggpubr::get_legend(pca_plot_cumulus)

data_plot<-(cbind(data.frame(t(cumulus_tpm_filtered)), cumulus_group, names=colnames(cumulus_tpm_filtered)))
res.prcomp <-stats::prcomp(data_plot[,-c(dim(data_plot)[2]-1,dim(data_plot)[2])], scale. = TRUE)
pca_plot_cumulus<-ggplot2::autoplot(res.prcomp, data=data_plot, fill='cumulus_group', shape=21, size=2)+
scale_fill_manual(name=NULL,values=c( "white", "blue"))+
ggrepel::geom_text_repel(label=data_plot$names, size=2)+
ggtitle("cumulus cells")+
theme_bw()+
theme(
axis.text=element_text(size=12, color="black"),
axis.title=element_text(size=12, color="black"),
legend.position="none"
)
```

##### Figure 1

```
 plot_grid(plot_grid(NULL,ggdraw(gene_numbers_venn_diagram),NULL, nrow=1,labels = c("A", "B"),label_size = 12, label_fontface = "plain", rel_widths=c(1.5,0.5,0.02)), 
           plot_grid(plot_grid(pca_plot_oocyte,pca_plot_cumulus, labels = c("C", "D",""), label_fontface = "plain",label_size = 12), legend, nrow=2,rel_heights=c(1,0.1)), nrow=2, rel_heights=c(0.5,1))
```

Figure 1. Transcriptome analysis of cumulus-oocyte
complexes. (A) Schematics of sample classification based on BCB
staining. (B) Number of protein-coding or long noncoding genes with
transcripts quantified in single oocytes and corresponding cumulus
cells. (C) Principal component analysis of oocytes. (D) Principal
component analysis of cumulus cells. For both C and D, empty circles
indicate BCB negative, and blue circles indicate BCB positive.

#### Co-expression analysis between oocytes and surrounding cumulus cells

Calculate the co-expression for all 19 pairs of
oocyte and cumulus cells.

```
#oocyte_count_filtered
#cumulus_count_filtered

lib_size <- base::colSums(oocyte_count_filtered)
norm_factors <- calcNormFactors(object = oocyte_count_filtered, lib.size = lib_size, method = "TMM")
CTF_normalized_oocyte <- sweep(oocyte_count_filtered, 2, norm_factors, "/")
asinh_transf_CTF_normalized_oocyte<-asinh(CTF_normalized_oocyte)

lib_size <- base::colSums(cumulus_count_filtered)
norm_factors <- calcNormFactors(object = cumulus_count_filtered, lib.size = lib_size, method = "TMM")
CTF_normalized_cumulus <- sweep(cumulus_count_filtered, 2, norm_factors, "/")
asinh_transf_CTF_normalized_cumulus<-asinh(CTF_normalized_cumulus)
```

##### Supplemental figure 2

Obtain null distribution. For reproducibility the
image used in the paper will be uploaded here.

```
sample_a<-data.frame()
random_a<-data.frame()
random_b<-data.frame(matrix(NA, nrow = 150076995, ncol = 1))
for (i in (1:5)){

randomization<-sample(1:19,replace=F)
  
random_a<-WGCNA::cor(t(asinh_transf_CTF_normalized_oocyte[,randomization]),  t(asinh_transf_CTF_normalized_cumulus),  use = "pairwise.complete.obs", method="pearson")
random_a<-reshape2::melt(random_a) 
random_b<-cbind(random_b,random_a$value)

sample_a<-rbind(sample_a,randomization)
}

random_b<-random_b[,-1]

summary(random_b)

plot_null_distribution<-ggplot()+
geom_histogram(aes(x=random_b[,1]), data=random_b, binwidth=0.01, alpha=0.2)+
geom_histogram(aes(x=random_b[,2]), data=random_b, binwidth=0.01, alpha=0.2)+
geom_histogram(aes(x=random_b[,3]), data=random_b, binwidth=0.01, alpha=0.2)+
geom_histogram(aes(x=random_b[,4]), data=random_b, binwidth=0.01, alpha=0.2)+
geom_histogram(aes(x=random_b[,5]), data=random_b, binwidth=0.01, alpha=0.2)+
scale_y_continuous(name="Count")+
scale_x_continuous(name="Correlation")+
theme(
panel.background = element_blank(),
panel.grid.major = element_blank(),
plot.background = element_blank(),
axis.line = element_line(color="black"),
axis.text = element_text(color="black", size=10),
axis.title.y=element_text(color="black", size=10,hjust=0),
axis.title.x = element_text(color="black", size=10)
)

pdf(file="/mnt/storage/lab_folder/shared_R_codes/fernando/BCB_oocyte_cumulus/results/Supplemental_fig_2022_03_23.pdf", width=4, height=4, bg="transparent" , onefile=TRUE)
plot_null_distribution
dev.off()
```

```
ggdraw() + draw_image(magick::image_read_pdf("/mnt/storage/lab_folder/shared_R_codes/fernando/BCB_oocyte_cumulus/results/Supplemental_fig_2022_03_23.pdf", density = 300))
```

Estimate the values for empirical false discovery
rate.

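The empirical false discovery rate in this code is the number of gene pairs whose absolute coefficient is above a threshold, summed over many random pairings of oocytes with cumulus cells, divided by the number of pairings times the number of gene pairs tested, with 1 added to both numbers. It is thus a rate per pair tested and is not set against the number of pairs found in the real pairing.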

```
setwd("/mnt/storage/lab_folder/shared_R_codes/fernando/BCB_oocyte_cumulus/results/")
asinh_transf_CTF_normalized_oocyte_big_matrix<- as.big.matrix(t(asinh_transf_CTF_normalized_oocyte) , type = "double", 
                    separated = FALSE, 
                    backingfile = "asinh_transf_CTF_normalized_oocyte.bin", 
                    descriptorfile = "asinh_transf_CTF_normalized_oocyte.desc", 
                    share=TRUE)
# get a description of the matrix
mdesc_oocyte <- describe(asinh_transf_CTF_normalized_oocyte_big_matrix)

asinh_transf_CTF_normalized_cumulus_big_matrix <- as.big.matrix(t(asinh_transf_CTF_normalized_cumulus), type = "double", 
                      separated = FALSE, 
                      backingfile = "asinh_transf_CTF_normalized_cumulus.bin", 
                      descriptorfile = "asinh_transf_CTF_normalized_cumulus.desc",
                      share=TRUE)
# get a description of the matrix
mdesc_cumulus<- describe(asinh_transf_CTF_normalized_cumulus_big_matrix)

rand<-20000

sequence.correlation<-seq(0.80, 0.92, 0.01)

results <- filebacked.big.matrix(13,rand, type="double", init=0, separated=FALSE, 
                                 backingfile="incidence_matrix.bin",
                                 descriptor="incidence_matrix.desc")
mdesc_result<- describe(results)

cl <- makeCluster(34)
registerDoParallel(cl)

results[,]<- foreach(i = 1:rand, .combine='cbind', .inorder=FALSE,.packages=c("WGCNA","bigmemory"), .noexport=c("asinh_transf_CTF_normalized_oocyte_big_matrix", "asinh_transf_CTF_normalized_cumulus_big_matrix"), .verbose=FALSE ) %dopar% {
    
    require(bigmemory)
    
    oocyte<- attach.big.matrix("asinh_transf_CTF_normalized_oocyte.desc")
    cumulus<- attach.big.matrix("asinh_transf_CTF_normalized_cumulus.desc")
    random<-WGCNA::cor(oocyte[sample(1:19,replace=FALSE),],  cumulus[,],  use = "pairwise.complete.obs", method="pearson")
    
    matrix( c(length(which(abs(random) > 0.80)) , 
    length(which(abs(random) > 0.81)),
    length(which(abs(random) > 0.82)),
    length(which(abs(random) > 0.83)),
    length(which(abs(random) > 0.84)),
    length(which(abs(random) > 0.85)),
    length(which(abs(random) > 0.86)),
    length(which(abs(random) > 0.87)),
    length(which(abs(random) > 0.88)),
    length(which(abs(random) > 0.89)),
    length(which(abs(random) > 0.90)),
    length(which(abs(random) > 0.91)),
    length(which(abs(random) > 0.92))), nrow = 13, ncol = 1, byrow = TRUE)
    
  }
  
stopCluster(cl)

total.rand <- 20000 * 150076995

qvalue_oocyte_cc<-data.frame(correlation = sequence.correlation, e.pvalue= (rowSums(results[,])+1)/(total.rand+1))

write.table(qvalue_oocyte_cc, file = "qvalue_oocyte_cc_2022_02_01.txt",quote = TRUE, sep = "\t",row.names = TRUE,col.names = TRUE)

system("rm asinh_transf_CTF_normalized_oocyte_pos.bin")
system("rm asinh_transf_CTF_normalized_oocyte_pos.desc")
system("rm asinh_transf_CTF_normalized_cumulus_pos.bin")
system("rm asinh_transf_CTF_normalized_cumulus_pos.desc")
system("rm incidence_matrix.bin")
system("rm incidence_matrix.desc")
```

```
read.delim("/mnt/storage/lab_folder/shared_R_codes/fernando/BCB_oocyte_cumulus/results/qvalue_oocyte_cc_2022_02_01.txt", header=TRUE, sep= "\t",row.names=1, stringsAsFactors = FALSE)
```

```
##    correlation     e.pvalue
## 1         0.80 5.012540e-05
## 2         0.81 3.493701e-05
## 3         0.82 2.392004e-05
## 4         0.83 1.605620e-05
## 5         0.84 1.053819e-05
## 6         0.85 6.744419e-06
## 7         0.86 4.190283e-06
## 8         0.87 2.517387e-06
## 9         0.88 1.452871e-06
## 10        0.89 7.984028e-07
## 11        0.90 4.129484e-07
## 12        0.91 1.988023e-07
## 13        0.92 8.680011e-08
```

##### Supplemental table 3

```
#colnames(asinh_transf_CTF_normalized_oocyte)
#colnames(asinh_transf_CTF_normalized_cumulus)

cor_oocyte_cc<-corAndPvalue(t(asinh_transf_CTF_normalized_oocyte),t(asinh_transf_CTF_normalized_cumulus), use = "pairwise.complete.obs",alternative="two.sided")

cor_oocyte_cc_value<-reshape2::melt(cor_oocyte_cc$cor)
cor_oocyte_cc_value<-as.data.table(cor_oocyte_cc_value)
cor_oocyte_cc_p_value<-reshape2::melt(cor_oocyte_cc$p)
cor_oocyte_cc_p_value<-as.data.table(cor_oocyte_cc_p_value)
cor_oocyte_cc<-cbind(cor_oocyte_cc_value,cor_oocyte_cc_p_value)
rm(cor_oocyte_cc_p_value,cor_oocyte_cc_value)
cor_oocyte_cc<-cor_oocyte_cc[,c(1,2,3,6)]
colnames(cor_oocyte_cc)<-c("gene_oocyte","gene_cumulus","correlation","p_value")
#head(cor_oocyte_cc)
cor_oocyte_cc<-setDT(cor_oocyte_cc[order(cor_oocyte_cc$p_value),])

#cor_oocyte_cc[abs(cor_oocyte_cc$correlation)>0.9]
#dim(cor_oocyte_cc[abs(cor_oocyte_cc$correlation)>0.85])
cor_oocyte_cc085<-cor_oocyte_cc[abs(cor_oocyte_cc$correlation)>0.85]
cor_oocyte_cc085_annotated<-setDT(cor_oocyte_cc085)
cor_oocyte_cc085_annotated$oocyte_gene_symbol <- annotation.ensembl.symbol$external_gene_name[match(cor_oocyte_cc085_annotated$gene_oocyte,annotation.ensembl.symbol$ensembl_gene_id)]
cor_oocyte_cc085_annotated$cumulus_gene_symbol <- annotation.ensembl.symbol$external_gene_name[match(cor_oocyte_cc085_annotated$gene_cumulus,annotation.ensembl.symbol$ensembl_gene_id)]

#write.table(cor_oocyte_cc085_annotated, file = "cor_oocyte_cc085_annotated_2022_02_02.txt",quote = TRUE, sep = "\t",row.names = TRUE,col.names = TRUE)
```

Plot the histogram for all values of coefficient.

```
plot_histogram<-ggplot()+
geom_histogram(aes(x=correlation), data=cor_oocyte_cc, binwidth=0.01)+
scale_y_continuous(name="Count")+
scale_x_continuous(name="Correlation")+
theme(
panel.background = element_blank(),
panel.grid.major = element_blank(),
plot.background = element_blank(),
axis.line = element_line(color="black"),
axis.text = element_text(color="black", size=10),
axis.title.y=element_text(color="black", size=10,hjust=0),
axis.title.x = element_text(color="black", size=10)
)
```

Obtain gene connectivity.

```
gene_connectivity<- cor_oocyte_cc085_annotated %>% dplyr::count(oocyte_gene_symbol) %>% dplyr::arrange(desc(n))
gene_connectivity<-gene_connectivity[gene_connectivity$n > 4,]
gene_connectivity<-gene_connectivity[!(gene_connectivity$oocyte_gene_symbol ==""),]
gene_connectivity$oocyte_gene_symbol<-factor(gene_connectivity$oocyte_gene_symbol, levels=c(gene_connectivity$oocyte_gene_symbol))

gene_connectivity_oocyte<-ggplot()+
geom_col( aes(x=oocyte_gene_symbol, y=n), data=gene_connectivity)+
 scale_x_discrete(name=NULL)+
  scale_y_continuous(name="Frequency")+
  #scale_y_break(c(100, 600 ) )+
  annotate("text",x=9, y=400, label="Oocytes")+
  theme_classic()+
  theme(
    axis.text.x = element_text(angle=90, face="italic", size=7, vjust=0.5,hjust = 0),
    axis.text.y = element_text(color="black", size=10),
    axis.title.y=element_text(color="black", size=10,hjust=0),
    axis.title.x=element_blank()
  )

gene_connectivity<- cor_oocyte_cc085_annotated %>% dplyr::count(cumulus_gene_symbol) %>% dplyr::arrange(desc(n))
gene_connectivity<-gene_connectivity[gene_connectivity$n > 4,]
gene_connectivity<-gene_connectivity[!(gene_connectivity$cumulus_gene_symbol ==""),]
gene_connectivity$cumulus_gene_symbol<-factor(gene_connectivity$cumulus_gene_symbol, levels=c(gene_connectivity$cumulus_gene_symbol))

gene_connectivity_cumulus<-ggplot()+
geom_col( aes(x=cumulus_gene_symbol, y=n), data=gene_connectivity)+
 scale_x_discrete(name=NULL)+
  scale_y_continuous(name="Frequency")+
  annotate("text",x=9, y=20, label="Cumulus cells")+
  theme_classic()+
  theme(
    axis.text.x = element_text(angle=90, face="italic", size=7, vjust=0.5,hjust = 0),
    axis.text.y = element_text(color="black", size=10),
    axis.title.y=element_text(color="black", size=10,hjust=0),
    axis.title.x=element_blank()
  )
```

Plot examples of co-expressed genes beteen oocyte and
cumulus cells.

```
cor_oocyte_cc_filtered<-cor_oocyte_cc[abs(cor_oocyte_cc$correlation)>0.85,]
cor_oocyte_cc_filtered$oocyte_gene_symbol <- annotation.ensembl.symbol$external_gene_name[match(cor_oocyte_cc_filtered$gene_oocyte,annotation.ensembl.symbol$ensembl_gene_id)]
cor_oocyte_cc_filtered$cumulus_gene_symbol <- annotation.ensembl.symbol$external_gene_name[match(cor_oocyte_cc_filtered$gene_cumulus,annotation.ensembl.symbol$ensembl_gene_id)]

cor_oocyte_cc_filtered$angle<-NA
cor_oocyte_cc_filtered$r.squared<-NA
cor_oocyte_cc_filtered$rmse<-NA
cor_oocyte_cc_filtered$fstatistic<-NA

for (i in seq(dim(cor_oocyte_cc_filtered)[1]))
{
gene_oocyte<-as.character(cor_oocyte_cc_filtered$gene_oocyte)[i]
gene_cumulus<-as.character(cor_oocyte_cc_filtered$gene_cumulus)[i]

gene_symbol_oocyte<-as.character(cor_oocyte_cc_filtered$oocyte_gene_symbol)[i]
gene_symbol_cumulus<-as.character(cor_oocyte_cc_filtered$cumulus_gene_symbol)[i]

expression_oocyte<-data.frame(expression_oocyte=t(oocyte_tpm_filtered[rownames(oocyte_tpm_filtered)==gene_oocyte,])[,1])
expression_cumulus<-data.frame( expression_cumulus=t(cumulus_tpm_filtered[rownames(cumulus_tpm_filtered)==gene_cumulus,])[,1])

model_oocyte_cc<-lm(expression_oocyte$expression_oocyte ~ expression_cumulus$expression_cumulus)

cor_oocyte_cc_filtered$angle[i]<-unname(atan(coef(model_oocyte_cc)[2]) * (180 / pi))
cor_oocyte_cc_filtered$r.squared[i]<-summary(model_oocyte_cc)$adj.r.squared
cor_oocyte_cc_filtered$rmse[i]<-sqrt(mean(model_oocyte_cc$residuals^2))
cor_oocyte_cc_filtered$fstatistic[i]<-unname(summary(model_oocyte_cc)$fstatistic[1])
}

cor_oocyte_cc_filtered<-cor_oocyte_cc_filtered[cor_oocyte_cc_filtered$angle > 40 & cor_oocyte_cc_filtered$angle < 60,]
cor_oocyte_cc_filtered<-cor_oocyte_cc_filtered[order(cor_oocyte_cc_filtered$rmse , decreasing = FALSE),]
cor_oocyte_cc_filtered<-cor_oocyte_cc_filtered[cor_oocyte_cc_filtered$r.squared>0.3,]
cor_oocyte_cc_filtered<-cor_oocyte_cc_filtered[c(2:4,6:14),]

dataframegraph<-data.frame()

for (i in c(1:12)){

gene_oocyte<-as.character(cor_oocyte_cc_filtered$gene_oocyte)[i]
gene_cumulus<-as.character(cor_oocyte_cc_filtered$gene_cumulus)[i]

gene_symbol_oocyte<-as.character(cor_oocyte_cc_filtered$oocyte_gene_symbol)[i]
gene_symbol_cumulus<-as.character(cor_oocyte_cc_filtered$cumulus_gene_symbol)[i]

expression_oocyte<-data.frame(expression_oocyte=t(oocyte_tpm_filtered[rownames(oocyte_tpm_filtered)==gene_oocyte,])[,1])
expression_cumulus<-data.frame( expression_cumulus=t(cumulus_tpm_filtered[rownames(cumulus_tpm_filtered)==gene_cumulus,])[,1])

graph<-i

dataframegraph<-rbind(data.frame(gene_oocyte,gene_cumulus,gene_symbol_oocyte,gene_symbol_cumulus,expression_oocyte,expression_cumulus,graph),dataframegraph)

}

plots<-list()

for (i in c(1:12)){

plots[[i]]<- ggplot(dataframegraph[dataframegraph$graph==i,], aes(x=expression_oocyte, y= expression_cumulus ))+
geom_point()+
geom_smooth(method='lm', formula= y~x)+
scale_x_continuous(name=dataframegraph[dataframegraph$graph==i,]$gene_symbol_oocyte[1])+
scale_y_continuous(name=dataframegraph[dataframegraph$graph==i,]$gene_symbol_cumulus[1])+
theme_classic(base_size=12)+
theme(
axis.title=element_text(face="italic", size=10),
axis.text=element_text(size=10, color="black"),
)

}

y.grob <- textGrob("cumulus cells", gp=gpar(fontface="plain", col="black", fontsize=10), rot=90)
x.grob <- textGrob("oocyte", gp=gpar(fontface="plain", col="black", fontsize=10))

plot_regr<-plot_grid(  grid.arrange(arrangeGrob(plot_grid(plotlist=plots, nrow=3), left = y.grob, bottom = x.grob)))
```

Test cumulus genes (significantly co-expressed with
oocytes) for enrichment of biological processes.

##### Supplemental table 4

```
gene.length<-read.delim("/mnt/storage/lab_folder/shared_R_codes/fernando/BCB_oocyte_cumulus/resources/2021_12_31_gene.length.txt.bz2", header=TRUE, sep= "\t",row.names=1, stringsAsFactors = FALSE)

all_genes<-data.frame( gene=rownames(cumulus_count_filtered), stringsAsFactors=FALSE )
rownames(all_genes)<-all_genes$gene
N_expressed_genes<-length(all_genes$gene)

gene.length<-gene.length[gene.length$ensembl_gene_id %in% all_genes$gene,]

annotation.genelength.biomart_vector<-gene.length$transcript_length
names(annotation.genelength.biomart_vector)<-gene.length$ensembl_gene_id

annotation.GO.BP.biomart<-annotation.GO.biomart[annotation.GO.biomart$namespace_1003=="biological_process", c(1,3)]
annotation.GO.BP.biomart<-annotation.GO.BP.biomart[annotation.GO.BP.biomart$ensembl_gene_id %in% rownames(all_genes),]
annotation.GO.MF.biomart<-annotation.GO.biomart[annotation.GO.biomart$namespace_1003=="molecular_function", c(1,3)]
annotation.GO.MF.biomart<-annotation.GO.MF.biomart[annotation.GO.MF.biomart$ensembl_gene_id %in% rownames(all_genes),]
```

```
test.genes<-data.frame(a=unique(cor_oocyte_cc[abs(cor_oocyte_cc$correlation)>0.85]$gene_cumulus), stringsAsFactors=FALSE)
all_genes_numeric<-as.integer(all_genes$gene %in%test.genes$a)
names(all_genes_numeric)<-all_genes$gene

N_sig_genes<-length(test.genes$a)

set.seed(88972)
pwf<-nullp(all_genes_numeric, bias.data=annotation.genelength.biomart_vector, plot.fit=FALSE ) 
GO_BP_Cats_cumulus_corr_oocyte<-goseq(pwf,gene2cat=annotation.GO.BP.biomart, method ="Sampling", repcnt = 5000, use_genes_without_cat=FALSE)
#GO_BP_Cats_cumulus_corr_oocyte<-goseq(pwf,gene2cat=annotation.GO.BP.biomart, method ="Wallenius", use_genes_without_cat=FALSE)
GO_BP_Cats_cumulus_corr_oocyte<-GO_BP_Cats_cumulus_corr_oocyte[GO_BP_Cats_cumulus_corr_oocyte$numDEInCat>3,]
GO_BP_Cats_cumulus_corr_oocyte$FWER<-p.adjust(GO_BP_Cats_cumulus_corr_oocyte$over_represented_pvalue, method ="holm")
GO_BP_Cats_cumulus_corr_oocyte<-GO_BP_Cats_cumulus_corr_oocyte[with(GO_BP_Cats_cumulus_corr_oocyte, order(FWER,over_represented_pvalue, -numDEInCat)), ]
#head(GO_BP_Cats_cumulus_corr_oocyte, n=20)

GO_BP_Cats_cumulus_corr_oocyte$fold_enrichment<-(GO_BP_Cats_cumulus_corr_oocyte$numDEInCat/N_sig_genes)/(GO_BP_Cats_cumulus_corr_oocyte$numInCat/N_expressed_genes)
annotation.GO.BP.biomart_testgenes<-annotation.GO.BP.biomart[annotation.GO.BP.biomart$ensembl_gene_id %in% test.genes$a, ]
GO_BP_Cats_cumulus_corr_oocyte<-merge(GO_BP_Cats_cumulus_corr_oocyte,annotation.GO.BP.biomart_testgenes, by.x="category", by.y="go_id", all.x=TRUE, all.y=FALSE)
GO_BP_Cats_cumulus_corr_oocyte<-merge(GO_BP_Cats_cumulus_corr_oocyte, annotation.ensembl.symbol, by.x="ensembl_gene_id", by.y="ensembl_gene_id", all=FALSE, all.x=TRUE, all.y=FALSE)
GO_BP_Cats_cumulus_corr_oocyte<-GO_BP_Cats_cumulus_corr_oocyte[with(GO_BP_Cats_cumulus_corr_oocyte, order(FWER,term)), ]
GO_BP_Cats_cumulus_corr_oocyte<-GO_BP_Cats_cumulus_corr_oocyte[GO_BP_Cats_cumulus_corr_oocyte$FWER <= 0.11,]
GO_BP_Cats_cumulus_corr_oocyte$term<-factor(GO_BP_Cats_cumulus_corr_oocyte$term, levels=c(rev(unique(GO_BP_Cats_cumulus_corr_oocyte$term))))
#write.table(GO_BP_Cats_cumulus_corr_oocyte, file= "/mnt/storage/lab_folder/shared_R_codes/fernando/BCB_oocyte_cumulus/results/2022_02_02_GO_BP_Cats_cumulus_corr_oocyte_at_fdr01.txt", append = FALSE, quote = FALSE, sep = "\t" ,row.names = FALSE)
```

##### Supplemental table 5

Test oocyte genes (significantly co-expressed with
cumulus cells) for enrichment of biological processes.

```
gene.length<-read.delim("/mnt/storage/lab_folder/shared_R_codes/fernando/BCB_oocyte_cumulus/resources/2021_12_31_gene.length.txt.bz2", header=TRUE, sep= "\t",row.names=1, stringsAsFactors = FALSE)

all_genes<-data.frame( gene=rownames(oocyte_count_filtered), stringsAsFactors=FALSE )
rownames(all_genes)<-all_genes$gene
N_expressed_genes<-length(all_genes$gene)

gene.length<-gene.length[gene.length$ensembl_gene_id %in% all_genes$gene,]

annotation.genelength.biomart_vector<-gene.length$transcript_length
names(annotation.genelength.biomart_vector)<-gene.length$ensembl_gene_id

annotation.GO.BP.biomart<-annotation.GO.biomart[annotation.GO.biomart$namespace_1003=="biological_process", c(1,3)]
annotation.GO.BP.biomart<-annotation.GO.BP.biomart[annotation.GO.BP.biomart$ensembl_gene_id %in% rownames(all_genes),]
annotation.GO.MF.biomart<-annotation.GO.biomart[annotation.GO.biomart$namespace_1003=="molecular_function", c(1,3)]
annotation.GO.MF.biomart<-annotation.GO.MF.biomart[annotation.GO.MF.biomart$ensembl_gene_id %in% rownames(all_genes),]
```

```
test.genes<-data.frame(a=unique(cor_oocyte_cc[abs(cor_oocyte_cc$correlation)>0.85]$gene_oocyte), stringsAsFactors=FALSE)
all_genes_numeric<-as.integer(all_genes$gene %in%test.genes$a)
names(all_genes_numeric)<-all_genes$gene

N_sig_genes<-length(test.genes$a)

set.seed(87175)
pwf<-nullp(all_genes_numeric, bias.data=annotation.genelength.biomart_vector, plot.fit=FALSE ) 
GO_BP_Cats_oocyte_corr_cumulus<-goseq(pwf,gene2cat=annotation.GO.BP.biomart, method ="Sampling", repcnt = 5000, use_genes_without_cat=FALSE)
GO_BP_Cats_oocyte_corr_cumulus<-GO_BP_Cats_oocyte_corr_cumulus[GO_BP_Cats_oocyte_corr_cumulus$numDEInCat>3,]
GO_BP_Cats_oocyte_corr_cumulus$FWER<-p.adjust(GO_BP_Cats_oocyte_corr_cumulus$over_represented_pvalue, method ="holm")
GO_BP_Cats_oocyte_corr_cumulus<-GO_BP_Cats_oocyte_corr_cumulus[with(GO_BP_Cats_oocyte_corr_cumulus, order(FWER,over_represented_pvalue, -numDEInCat)), ]
#head(GO_BP_Cats_oocyte_corr_cumulus, n=20)

GO_BP_Cats_oocyte_corr_cumulus$fold_enrichment<-(GO_BP_Cats_oocyte_corr_cumulus$numDEInCat/N_sig_genes)/(GO_BP_Cats_oocyte_corr_cumulus$numInCat/N_expressed_genes)
annotation.GO.BP.biomart_testgenes<-annotation.GO.BP.biomart[annotation.GO.BP.biomart$ensembl_gene_id %in% test.genes$a, ]
GO_BP_Cats_oocyte_corr_cumulus<-merge(GO_BP_Cats_oocyte_corr_cumulus,annotation.GO.BP.biomart_testgenes, by.x="category", by.y="go_id", all.x=TRUE, all.y=FALSE)
GO_BP_Cats_oocyte_corr_cumulus<-merge(GO_BP_Cats_oocyte_corr_cumulus, annotation.ensembl.symbol, by.x="ensembl_gene_id", by.y="ensembl_gene_id", all=FALSE, all.x=TRUE, all.y=FALSE)
GO_BP_Cats_oocyte_corr_cumulus<-GO_BP_Cats_oocyte_corr_cumulus[GO_BP_Cats_oocyte_corr_cumulus$FWER<0.1,]
GO_BP_Cats_oocyte_corr_cumulus<-GO_BP_Cats_oocyte_corr_cumulus[with(GO_BP_Cats_oocyte_corr_cumulus, order(FWER,term)), ]
GO_BP_Cats_oocyte_corr_cumulus$term<-factor(GO_BP_Cats_oocyte_corr_cumulus$term, levels=c(rev(unique(GO_BP_Cats_oocyte_corr_cumulus$term))))
#write.table(GO_BP_Cats_oocyte_corr_cumulus, file= "/mnt/storage/lab_folder/shared_R_codes/fernando/BCB_oocyte_cumulus/results/2022_02_01_GO_BP_Cats_oocyte_corr_cumulus_at_fdr01.txt", append = FALSE, quote = FALSE, sep = "\t" ,row.names = FALSE)
```

```
GO_oocyte_plot<-ggplot(data=GO_BP_Cats_oocyte_corr_cumulus, aes(x=term, y=-log10(FWER)))+
  geom_point(aes(color=fold_enrichment))+
  scale_y_continuous(name=bquote(-Log[10](FWER)), limits=c(1,2.5))+
  coord_flip()+
  scale_colour_gradient(name= "Fold enrichment",low = "#B8B8B8", high = "#080808", na.value = NA,limits = c(1, 16))+
  scale_x_discrete(name=NULL)+
  theme_classic() + 
  ggtitle("Oocytes - Biological processes") +
  theme(
    legend.direction = "horizontal",
    legend.position = c(0.9,1),
    legend.key.size = unit(0.5, 'mm'),
    legend.text=element_text(size=5,margin = margin(t = 0, r = 0, b = 0, l = 0, unit = "cm")),
    legend.title=element_text(size=5),
    legend.background=element_blank(),
    axis.text.x = element_text(color="black", size=10),
    axis.text.y = element_text(color="black", size=8),
    axis.title.y = element_blank(),
    axis.title.x = element_text(vjust=1,margin = margin(t = 0, r = 0, b = 0, l = 0, unit = "cm"), size = 10),
    plot.margin=unit(c(1,5,0,0), units="mm"),
    plot.title = element_text(size=8)
  ) + guides(color=guide_legend(title.position="top",title.hjust =0.5))

GO_cumulus_plot<-ggplot(data=GO_BP_Cats_cumulus_corr_oocyte, aes(x=term, y=-log10(FWER)))+
  geom_point(aes(color=fold_enrichment))+
  scale_y_continuous(name=bquote(-Log[10](FWER)), limits=c(0,2))+
  coord_flip()+
  scale_colour_gradient(name= "Fold enrichment",low = "#B8B8B8", high = "#080808", na.value = NA,limits = c(1, 15))+
  scale_x_discrete(name=NULL)+
  ggtitle("Cumulus cells - Biological processes") +
  theme_classic() + 
  theme(
    legend.direction = "horizontal",
    legend.position = c(0.9,0.96),
    legend.key.size = unit(0.5, 'mm'),
    legend.text=element_text(size=5,margin = margin(t = 0, r = 0, b = 0, l = 0, unit = "cm")),
    legend.title=element_text(size=5),
    legend.background=element_blank(),
    axis.text.x = element_text(color="black", size=10),
    axis.text.y = element_text(color="black", size=8),
    axis.title.y = element_blank(),
    axis.title.x = element_text(vjust=1,margin = margin(t = 0, r = 0, b = 0, l = 0, unit = "cm"), size = 10),
    plot.margin=unit(c(1,5,0,0), units="mm"),
    plot.title = element_text(size=8)
  ) + guides(color=guide_legend(title.position="top",title.hjust =0.5))
```

##### Figure 2

```
cowplot::plot_grid(
  cowplot::plot_grid(cowplot::plot_grid(plot_histogram, gene_connectivity_oocyte, gene_connectivity_cumulus, nrow =3, ncol=1, rel_heights=c(0.7,1,1),labels = c("A", "C","D"), label_fontface = "plain", label_size = 12 ),cowplot::plot_grid(plot_regr , label_fontface = "plain", label_size = 12 , labels = c("B")) ,ncol=2,rel_widths=c(0.5,1)),
  cowplot::plot_grid(cowplot::plot_grid(GO_cumulus_plot,GO_oocyte_plot, nrow =2, align = 'v',labels = c("E", "F"), label_fontface = "plain", label_size = 12), NULL, rel_widths=c(1,0.5)),
  nrow=2, rel_heights=c(1,0.6))
```

Figure 2. Gene co-expression networks between oocytes
and surrounding cumulus cells. (A) Distribution of Pearson’s correlation
coefficients for genes expressed in oocytes and cumulus cells. (B)
Scatterplots with representative genes co-expressing (r ≥ 0.85, eFDR
< 1x10-5) between oocytes and cumulus cells. Connectivity of genes
significantly co-expressed (r ≥ 0.85, eFDR < 1x10-5) in (C) oocytes
and (D) cumulus cells. Biological processes significantly enriched
(FWER<0.1) in genes co-expressed (r ≥ 0.85, eFDR < 1x10-5) between
(E) cumulus cells and (F) oocytes.

```
rm(plot_histogram,gene_connectivity_oocyte,gene_connectivity_cumulus,GO_cumulus_plot,GO_oocyte_plot,GO_plot,volcano_plot_deg_cc,pca_plot_deg_cc,plot_1,plot_2,plot_regr)
```

#### Differential gene expression in oocytes and cumulus cells

Test for differential transcript abundance in oocytes
or cumulus cells based on oocyte BCB coloration.

##### Supplemental table 6

DEG oocyte

```
oocyte_design<-(model.matrix(~oocyte_group))
oocyte_dge<-DGEList(count=oocyte_count_filtered, group=oocyte_group)
oocyte_dge<-estimateDisp(oocyte_dge, oocyte_design, robust=TRUE)
oocyte_dge<- glmFit(oocyte_dge, oocyte_design)
oocyte_dge<- glmLRT(oocyte_dge)
oocyte_dge_edger<- topTags(oocyte_dge, adjust.method = "fdr", n=Inf)$table

rm(oocyte_dge)
oocyte_colData<- data.frame("group"=oocyte_group)
rownames(oocyte_colData)<-colnames(oocyte_count_filtered)
oocyte_dge<-DESeqDataSetFromMatrix(countData=oocyte_count_filtered,colData=oocyte_colData, design= ~ group)
oocyte_dge<-DESeq(oocyte_dge)
oocyte_dge_DESeq<-results(oocyte_dge, contrast=c("group", "BCBpos", "BCBneg"), pAdjustMethod="fdr", tidy=TRUE)
rm(oocyte_dge)

merged_dge_oocyte_edger_DESeq<-merge(oocyte_dge_edger,oocyte_dge_DESeq, by.x='row.names', by.y="row")

merged_dge_oocyte_edger_DESeq_annotated<-merge(merged_dge_oocyte_edger_DESeq,annotation.ensembl.symbol, by.x="Row.names", by.y= "ensembl_gene_id", all.x=TRUE, all.y=FALSE)

#write.table(merged_dge_oocyte_edger_DESeq_annotated, file= "/mnt/storage/lab_folder/shared_R_codes/fernando/BCB_oocyte_cumulus/results/2022_03_08_merged_dge_oocyte_edger_DESeq_annotated.txt", append = FALSE, quote = FALSE, sep = "\t" ,row.names = FALSE)
```

##### Supplemental table 7

DEG cumulus cells

```
cumulus_design<-(model.matrix(~cumulus_group))
cumulus_dge<-DGEList(count=cumulus_count_filtered, group=cumulus_group)
cumulus_dge<-estimateDisp(cumulus_dge, cumulus_design, robust=TRUE)
cumulus_dge<- glmFit(cumulus_dge, cumulus_design)
cumulus_dge<- glmLRT(cumulus_dge)
cumulus_dge_edger<- topTags(cumulus_dge, adjust.method = "fdr", n=Inf)$table

rm(cumulus_dge)
cumulus_colData<- data.frame("group"=cumulus_group)
rownames(cumulus_colData)<-colnames(cumulus_count_filtered)
cumulus_dge<-DESeqDataSetFromMatrix(countData=cumulus_count_filtered,colData=cumulus_colData, design= ~ group)
cumulus_dge<-DESeq(cumulus_dge)
cumulus_dge_DESeq<-results(cumulus_dge, contrast=c("group", "BCBpos", "BCBneg"), pAdjustMethod="fdr", tidy=TRUE)
rm(cumulus_dge)

merged_dge_cumulus_edger_DESeq<-merge(cumulus_dge_edger,cumulus_dge_DESeq, by.x='row.names', by.y="row")

merged_dge_cumulus_edger_DESeq_annotated<-merge(merged_dge_cumulus_edger_DESeq,annotation.ensembl.symbol, by.x="Row.names", by.y= "ensembl_gene_id", all.x=TRUE, all.y=FALSE)

#write.table(merged_dge_cumulus_edger_DESeq_annotated, file= "/mnt/storage/lab_folder/shared_R_codes/fernando/BCB_oocyte_cumulus/results/2022_03_08_merged_dge_cumulus_edger_DESeq.txt", append = FALSE, quote = FALSE, sep = "\t" ,row.names = FALSE)

merged_dge_cumulus_edger_DESeq_annotated<-merged_dge_cumulus_edger_DESeq_annotated[(merged_dge_cumulus_edger_DESeq_annotated$FDR<0.01) & (merged_dge_cumulus_edger_DESeq_annotated$padj <0.01 ),]
#write.table(merged_dge_cumulus_edger_DESeq_annotated, file= "/mnt/storage/lab_folder/shared_R_codes/fernando/BCB_oocyte_cumulus/results/2022_03_08_merged_dge_cumulus_edger_DESeq.txt", append = FALSE, quote = FALSE, sep = "\t" ,row.names = FALSE)
```

```
oocyte_gene_annotation<-merge(merged_dge_oocyte_edger_DESeq, annotation.ensembl.symbol, by.x="Row.names", by.y="ensembl_gene_id", all.y=FALSE)
cumulus_gene_annotation<-merge(merged_dge_cumulus_edger_DESeq, annotation.ensembl.symbol, by.x="Row.names", by.y="ensembl_gene_id", all.y=FALSE)

How the deposited data were processed for this re-analysis (not part of the article)

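The RNA of 19 single cattle oocytes and of the cumulus cells around each of them was sequenced, in 9 BCB positive and 10 BCB negative complexes, and all 38 libraries were used. The authors trimmed the paired-end reads, aligned them to the ARS-UCD1.2 assembly with HiSat2, removed unmapped and low quality alignments with Samtools, sorted with Picard, removed duplicates and assigned reads to Ensembl genes with featureCounts. The deposited values are the raw counts per gene that this gave, whole numbers without normalization, in 1 table per compartment with 27607 gene identifiers each. The assignment of each library to a complex, a compartment and a BCB class was taken from the sample labels. The pairing of an oocyte with its cumulus cells comes from the complex number that both libraries carry in those labels.

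Everything else was computed from these counts. Genes were kept with a CPM above 2 in at least 9 of the 19 libraries of a compartment, which left 12753 in oocytes and 12313 in cumulus cells. The paper's limits on biotype and on length-scaled transcript abundance were not applied, since they need an annotation not used here. Names were taken from the supplementary tables that pair identifiers with symbols, which gave a symbol to 4934 identifiers, and other genes are counted or given by identifier. Library totals ran from 8886070 to 29810354 in oocytes and from 1103200 to 10430148 in cumulus cells. Genes with low counts are measured with less precision in the smaller cumulus libraries.

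Transcript abundance was tested with edgeR 4.0.16 in R 4.3.3, with TMM normalization, robust dispersions, the quasi-likelihood test of BCB positive against BCB negative within each compartment, and an FDR threshold of 0.01. The difference between compartments was tested as an interaction over all 38 libraries and the 10281 genes kept in both. DESeq2 1.42.0 was used for alternatives. Single values per library were compared with exact permutation tests over all splits, and relations across complexes with 100000 permutations, or all permutations under 10 complexes. Relations were recomputed within BCB groups and within runs of complex numbers, in part after the pooled values had been seen. Principal components were taken on CPM with each gene scaled. For co-expression, counts were divided by the TMM factor alone, as in the authors' code, and transformed with the inverse hyperbolic sine. Pearson's coefficients were then counted at thresholds of 0.85 over all complexes, 0.99 within BCB positive and 0.98 within BCB negative, and genes at 0.992 were used for clustering. The counts of pairs, with and without scaling to the library total, were compared with 100 pairings of oocytes and cumulus cells and those within a BCB class also with 100 sets of complexes, the real one included. This part used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

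Both kinds of test were tried on simulated data. With 200 genes changed by a factor of 4 in counts simulated from the real libraries, the quasi-likelihood test recovered 98% in oocytes with 1 false call and 95.5% in cumulus cells with 0 false calls. The changed genes were drawn from the more abundant ones, and smaller changes were not planted. Co-expression was simulated with 30 planted pairs among 1500 genes on each side and library totals that vary together. Values without scaling recovered 8 planted pairs with 42 other pairs, and values scaled to the library total recovered 27 with 7 others. No TMM factor was applied in this simulation. The shared variation of the totals was a fixed setting, not taken from the data.

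The genes named are those in the paper's results text and in Fig. 2B, Fig. 2C, Fig. 2D, Fig. 3C, Fig. 3D and Fig. 4D, RNF121, the 5 largest rises and 5 largest falls past the FDR threshold, the 3 most connected genes on each side of each set of pairs, and genes that stood out by a fixed rule. Some genes that this rule covers are not reported here. An identifier without a symbol is printed for 1 of the falls, and SMARCA1, MAPK3, ACTL7B and H2AC7 were named after their values were seen. The alternatives tried were the paper's rule of an edgeR likelihood-ratio test without TMM together with DESeq2, DESeq2 alone, library totals alone, DESeq2's size factors, no filter, a CPM above 2 in all libraries, an FDR of 0.05, leaving out the 13 protein-coding genes of mitochondrial DNA, and the run of complex numbers or the log10 library total as a covariate. Further alternatives were a replicate block by complex, log2 values for principal components, other genes or scales for the spread, and for co-expression scaling to the library total, log2 in place of the inverse hyperbolic sine, Spearman's coefficient and residuals from group or run means. For comparison with the paper, the error of a log2 fold change was its standard error, that of the median coefficient the spread of the random pairings, that of the lowest coefficient the rounding of the printed value, and that of a single coefficient the usual approximation from its size and the number of complexes. Gene ontology enrichment, blastocyst development and mitochondrial DNA copy number were not analysed here.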

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

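The tests of other splits of the libraries, of thinned counts and of the relation with library total within a BCB class were chosen after the results were seen. Among 104 groups of 9 or 10 values, 4 held a value far from the others, where chance alone gives about 5.2, so that none of these 4 stands out as a pattern. No biological explanation was tested for them.

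SH3BP4 in the oocyte of BCB negative complex 65 was at 0.39 log2 CPM, against a group median of 2.90. The cumulus library of BCB negative complex 89 had 8013318 counts, 8.01e+06 against a group median of 2.25e+06. The cumulus library of BCB negative complex 65 had 15267 genes with at least 1 count, against a median of 17491. SLC39A11 in the cumulus cells of BCB negative complex 68 was at 1.43 log2 CPM, against a median of 4.08. A mislabelled or mixed sample was not tested for any of these complexes.

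The BCB difference itself differed between the compartments in 54 genes, lower in cumulus cells than in oocytes for 52 of them, and the real split was the only 1 of 50 splits of the complexes to give as many. The libraries of cumulus cells differ in depth between the BCB groups and those of oocytes do not, and depth was not taken out of this test. With the complex as a replicate block, so that each oocyte is set against its own cumulus cells, 2 genes passed, 0 of them among the 13 protein-coding genes of mitochondrial DNA, and 1178 had an unadjusted p under 0.05. Most of the 54 are therefore not called in the paired test. Deviations from the BCB group means correlated at 0.0731 on average within a complex, against -0.00408 between complexes (one-sided permutation p = 3e-05). Runs of complex numbers and cumulus RNA in the oocyte libraries were not taken out of this comparison. With cumulus counts thinned to 1103200 in every library, 25 genes still differed with BCB in cumulus cells, 23 of them among the 69, so that unequal counting depth alone may explain part of the calls but not all. The score of the 64 genes lower in BCB positive cumulus cells fell with the log10 total within BCB negative libraries alone, with r = -0.926 (permutation p = 0.00021, adjusted 0.00042 over 2 relations) and rho = -0.758 (permutation p = 0.0149). It was r = -0.858 without the 2 libraries farthest from the median total, -0.970 within the 6 complexes of the run from 86 to 91 (exact permutation p = 0.00694) and -0.807 within BCB positive (exact permutation p = 0.0157). A candidate explanation is therefore a state of the cumulus cells, or an amount of RNA, that goes with the library total, and for most of these genes the BCB difference could not be told apart from it. With the log10 total as a covariate 2 genes still passed, each among the 69, and between the 9 deepest and the 10 shallowest libraries 0 genes passed, with 1255 at an unadjusted p under 0.05.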

How the results depend on the processing

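The alternatives were all set before the data were examined, and the test on thinned counts was chosen after the result was seen. No log2 fold change of a named gene reversed its direction under these alternatives. With library totals alone the balance of genes higher and lower in BCB positive cumulus cells turned, and so did that of the difference between compartments. The median coefficients, and the mean coefficient of BCB negative pairs in the other group, moved to values about 0 and in part changed sign when counts were scaled to the library total. Where a value below changed, the cause was not tested.

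For genes that differ with BCB in cumulus cells, 69 in the reported test, the number was 216 under the paper's rule (65 up, 151 down, 59 shared), 365 with DESeq2 (65 up, 300 down, 69 shared), 1704 with library totals alone (1601 up, 103 down, 55 shared), 164 with no filter (18 up, 146 down, 56 shared), 360 at an FDR of 0.05 (90 up, 270 down), 115 with the run of complex numbers as a covariate (5 up, 110 down, 49 shared) and 2 with the log10 library total as a covariate (1273 genes at an unadjusted p under 0.05). It stayed within 1.5 times under DESeq2's size factors (71), a CPM above 2 in all libraries (46) and without the 13 protein-coding genes of mitochondrial DNA (48). In oocytes DESeq2 gave 1 gene and the other alternatives 0, with between 602 and 1640 genes at an unadjusted p under 0.05 across them. For the difference between compartments, 54 genes in the reported test, the replicate block gave 2, library totals alone 666 (620 up, 46 down) and an FDR of 0.05 gave 123.

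The difference in log10 cumulus totals lost its significance when the number of genes detected was used, with a difference of 683.5 genes. On log2(CPM + 1) with each gene scaled, the separation of cumulus cells on the first component was 0.887 standard deviations and no longer past the threshold, and that on the second was 0.951 and past it. Without scaling of genes the first component separated them by 1.00 (exact permutation p = 0.0142, adjusted 0.0283), past the threshold, and the second by 1.24.

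Scaling to the library total changed the co-expression results most widely. The median coefficient was -0.000671 over all complexes, -0.000915 in BCB positive and 9.01e-05 in BCB negative. There were 62 pairs in BCB positive and 85 in BCB negative, with mean coefficients of 0.0182 and -0.0547 in the other group, and the match of clusters was 0.856. Over all complexes the 1077 pairs are a similar number to 1606, but 15 pairs are shared. A CPM above 2 in all libraries gave 371 pairs over all complexes, 206 in BCB positive and 647 in BCB negative, and Spearman's coefficient gave 2622, 4428 and 11650. Residuals from BCB group means gave 224431 pairs and a median of 0.519, and residuals from run means gave 21451 pairs.

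Of 272 values of the log2 fold changes of 29 named genes under the alternatives, 188 kept their side of the threshold, 25 became weaker, 59 became stronger and 0 reversed. The coefficients of all 9 pairs taken from Fig. 2B fell when scaled to the library total, and the adjusted permutation p of r was no longer under 0.05 in 3 of them. The connections of all 16 hub genes tested moved. With every cumulus library thinned to 1103200 counts, the lowest total, 25 genes were called.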

Differences from the paper's values

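Of 72 values compared with the paper's, 16 differed, and the alternatives set before the data were examined closed some of these gaps. Of the settings tried, no single alternative closed all of them. No test in this part was chosen after the results were seen.

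In cumulus cells the paper's number of genes that differ is 172 and here it was 69. The paper's rule gave 216, no filter 164 and the run of complex numbers as a covariate 115, each within 1.5 times the paper's, and the other alternatives did not. For genes higher in BCB positive the paper's number is 50 and here it was 5, which the paper's rule and DESeq2 closed, with 65 each, and the others did not. For genes higher in BCB negative the paper's number is 122 and here it was 64. The paper's rule gave 151, library totals alone 103, no filter 146 and the run of complex numbers 110, and the others did not close the gap. At an FDR of 0.05, 165 of the 166 genes of the paper's list tested here passed.

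For the paper's log2 fold change of EPAS1, -1.08, the value here was -1.36, and no filter (-1.23) and the library total as a covariate (-1.21) closed the gap. For KCNH2 the paper's value is 0.82 and here it was 0.57, closed with no filter (0.68). For SLC39A11 the paper's value is 0.79 and here it was 0.58, closed with no filter (0.67) and the run of complex numbers (0.69). For SLC39A13 the paper's value is 0.88 and here it was 0.65, closed with no filter (0.76). For RNF121 the paper's value is 0.86 and here it was 0.61, closed with no filter (0.71). The other alternatives did not close these gaps. They are not particular to these genes, since the paper's values lay above those here across its list of tested genes. Among genes higher in BCB positive the median log2 fold change was 1.03 in the paper and 0.785 here. Among genes higher in BCB negative it was -1.88 and -2.15.

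The paper's number of oocyte genes in pairs over all complexes is 163 and here it was 328, and a CPM above 2 in all libraries gave 187, while the others did not close the gap. In BCB negative complexes the paper's number is 465 and here it was 702, and log2 values (684) and a CPM above 2 in all libraries (374) closed the gap, while scaling and Spearman's coefficient did not.

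The paper's numbers of connections are 22 for CCDC69, 21 for FST and 16 for VIM in oocytes and 30 for MAP3K8 and 22 for SAT1 in cumulus cells. Here they were 0, 33, 26, 88 and 58. CCDC69 did not pass the CPM filter in oocytes. Scaling to the library total, the alternative run for connections, closed none of these 5 gaps. For SH3BP4 the paper's number is 19 and here it was 31, which scaling to the library total closed by number alone, with 13. After scaling 5 of the paper's 1124 pairs were found, so that these connections need not be the paper's.

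In addition, the paper counts BICD1 among oocyte genes with more than 10 connections and here it had 9. It places most of the connections on GSTA1, where the share here was 45.8%. MMP25, SMARCA1 and CITED2 in oocytes and MAPK3 in cumulus cells also had more than 10 connections here, which the paper's text does not name there. SIRT6, DCAF6, LIN7A, SYT4, TTC30A, KLF11 and MEPCE, which the paper places among genes at or above 0.992, entered pairs above 0.99 but not at 0.992, and WASHC3 entered none. In Fig. 1D the first component of cumulus cells holds about 31% of the variance, read by eye, and here it held 36.4%.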

Other observations

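The tests of the median coefficient, of random pairings after scaling, of negative pairs, of other splits, of thinned counts and of the relation of the called genes with library total were chosen after the results were seen.

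Co-expression across compartments may in large part follow library totals. This needs the totals of the compartments to vary together. Over all complexes r of the log10 oocyte and cumulus totals was 0.377 (permutation p = 0.110). Within BCB negative it was 0.767 (permutation p = 0.0105, adjusted 0.0322 over 15 relations). Within BCB positive it was 0.673 (exact permutation p = 0.0569). It was 0.671 in the run from 65 to 74 (exact permutation p = 0.0497, adjusted 0.107). In the run from 86 to 91 it was 0.159 (exact permutation p = 0.742). With counts scaled to the library total, the median coefficient of gene pairs, taken over an evenly spaced part of the genes, was -0.000822. Random pairings then gave medians from -0.00182 to 0.000469, where they ran from -0.392 to 0.369 before scaling. Scaling thus holds the median in a narrow range whatever the pairing, so that this value cannot tell whether co-expression is present. The number of pairs at or above 0.85 was matched by 24 of 100 pairings, and the number above 0.98 in BCB negative complexes, 85, by 19 of 100, so neither number of positive pairs can be told from random pairing after scaling. Negative pairs numbered 787 over all complexes, matched by 5 of 100 pairings, and 97 in BCB negative complexes, matched by 2 of 100. Both signs together were matched by 18 of 100 and 6 of 100. In BCB positive complexes the real pairing was the only 1 of 100 with as many as 62 pairs above 0.99, so that random pairing of oocytes and cumulus cells does not account for that number. It had 55 negative pairs beside them, matched by 2 of 100 pairings, the real one included. None of those 62 pairs was among the 347 found without scaling. As a technical explanation, library size left in the values was tested here, and a biological link between the total RNA of the compartments of a complex was not.

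GSTA1, which holds most connections among oocyte genes, followed the cumulus library total more closely than any other of the 12753 oocyte genes, 0.00784% of them, with r = 0.850. Library size left in the values is a candidate explanation for its connections, but the relation with the total and the connections are not independent measures. Its CPM also rose with cumulus marker genes in the oocytes, with r = 0.952, and cumulus RNA in the oocyte libraries is a candidate explanation. Without the 2 oocytes farthest from the median marker CPM r was 0.596, and by rank the relation was not seen over the 10 BCB negative oocytes (rho = 0.0307, permutation p = 0.945). Within the 6 complexes of the run from 86 to 91, all BCB negative, r was 0.943 (exact permutation p = 0.0403) and rho 0.771 (exact permutation p = 0.103). The summed marker CPM in oocytes was 9.31% of that in cumulus cells. In the oocytes of complexes 6, 65 and 66 it was 514.7, 692.0 and 672.7, with GSTA1 at 0 CPM. The marker sum is therefore not a measure of cumulus RNA alone. SRGN, FST, CCND2, VIM, TRIB2 and CCDC69 also followed the markers, with r from 0.898 to 0.983 (permutation p at most 0.00097), rho from 0.455 to 0.607 (permutation p from 0.00679 to 0.0513) and r from 0.520 to 0.636 without those 2 oocytes, and their CPM in cumulus cells was from 30.3 to 63.7 times that in oocytes. BICD1 (r = -0.0826, permutation p = 0.751) and SH3BP4 (r = 0.0428, permutation p = 0.851) did not. MMP25, with r = 0.447 and rho = 0.265 (permutation p = 0.0474 and 0.271) with the markers and 37.4 CPM in oocytes against 0.174 in cumulus cells, does not follow this pattern.

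Of 100 sets of 9 complexes, 7 gave as many pairs above 0.99 as the BCB positive set, and 3 of 100 sets of 10 as many above 0.98 as the BCB negative set. The mean coefficient of selected pairs in the remaining complexes was as low as that of the BCB positive pairs in 94 of 97 sets and of the BCB negative pairs in 96 of 100. Without scaling, the mean in the other group was thus higher than in most other sets, but it was set against unlike backgrounds. The median of all pairs was 0.572 in BCB negative and 0.506 in BCB positive complexes. It was not taken for the remaining complexes of other sets. The means of the selected pairs, 0.514 and 0.490, lay below these medians. Unscaled coefficients therefore cannot test whether the fall is larger than choosing the highest pairs gives. With counts scaled to the library total, the mean was as low in 38 of 100 sets for BCB positive pairs (0.0182), but in 2 of 100 for BCB negative pairs (-0.0547). For the latter the other sets had a median of 0.0508 and a lowest mean of -0.0601. Choosing the highest pairs thus seldom gives a mean as low as that of the BCB negative pairs, but it can. After scaling, 4 of 100 sets gave as many pairs as BCB positive and 62 of 100 as many as BCB negative. The match of oocyte and cumulus clusters was as close in 8 of 100 pairings when as many of the highest pairs were chosen in each, so it cannot be told from the choice of genes.

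For genes that differ with BCB in cumulus cells, 2 of 100 splits of the libraries gave as many, the real one included. The other gave 76 genes, and its groups differed by 0.45 in mean log10 total. It had 7 of the 9 BCB positive complexes in its group of 9, and so did 2 further splits, of which 1 gave 33 genes, with a difference of 0.407 in mean log10 total, and 1 gave 0, with a difference of 0.109. No split beyond these and the real one gave any gene, so that neither overlap with BCB nor depth was told apart as the source of the calls. In oocytes all 100 splits gave at least 0 genes, which cannot tell anything, and 711 genes had an unadjusted p under 0.05. Between the 9 deepest cumulus libraries, 6 of them BCB positive, and the 10 shallowest 0 genes passed, and 1255 had an unadjusted p under 0.05.

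The lower share of the 13 protein-coding genes of mitochondrial DNA in BCB positive cumulus cells could follow from the difference in library total, since after regression on the log10 total the log2 ratio differed by -0.45 (exact permutation p = 0.111). As the total and BCB go together, this does not separate them. The wider spread of BCB negative cumulus cells remained after regression on the log10 total within each group, at 6.04 ± 1.16 (SD, n = 9) and 9.72 ± 2.34 (SD, n = 10), with an exact permutation p of 0.000184, against 6.79 and 12.9 before it. The gap became smaller but remained. The regression removes a linear trend of each gene with the total, but not the greater counting noise of smaller libraries. Spread was not measured on thinned counts. Library totals may therefore account for a part of the gap, and this test cannot tell whether they account for all. Whether the wider spread is biological was not tested further, since the run of complex numbers and BCB cannot be told apart in the run from 86 to 91. Of the cumulus counts, the pair of genes with the largest shares took 3.28% ± 1.44 and 1.27% ± 0.538 (SD, n = 9) in BCB positive and 13.5% ± 7.34 and 5.16% ± 2.96 (SD, n = 10) in BCB negative complexes (exact permutation p = 0.00066 and 0.000509). Neither has a symbol in the supplementary tables, and neither is among those 13 genes. Whether they are encoded in mitochondrial DNA was not tested, so the share of all its genes is not known here.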
